# Genome-wide identification and characterization of miRNAome from tomato (*Solanum lycopersicum*) roots and root-knot nematode (*Meloidogyne incognita*) during susceptible interaction

**DOI:** 10.1371/journal.pone.0175178

**Published:** 2017-04-20

**Authors:** Pritam Kaur, Neha Shukla, Gopal Joshi, Cheeni VijayaKumar, Arun Jagannath, Manu Agarwal, Shailendra Goel, Amar Kumar

## Abstract

Root-knot nematodes (RKNs, *Meloidogyne* spp.) are the most damaging plant parasites causing severe losses to crop production. The present study reports genome-wide identification and characterization of both tomato and RKN miRNAs simultaneously from RKN-infected susceptible tomato roots using high-throughput sequencing technique. RNAseq data from 11 small RNA libraries derived from 5 disease development stages identified 281 novel miRNAs of tomato in addition to 52 conserved and 4 variants of conserved miRNAs. Additionally, the same set of RNAseq data identified 38 conserved and 290 novel RKN miRNAs. Both tomato and RKN miRNAs showed differential expression at 5 stages of disease development based on digital expression profiles. In tomato, further validation through qRT-PCR confirmed that majority of miRNAs were significantly upregulated during susceptible response whereas downregulated during resistance response. The predicted targets of 8 conserved and 1 novel miRNAs were validated through 5’RLM-RACE. A negative correlation between expression profiles of a few conserved miRNAs (miR156, miR159, miR164 and miR396) and their targets (*SBP*, *GAMYB-like*, *NAC* and *GRF*1 transcription factor) was confirmed. A novel Sly_miRNA996 also showed a negative correlation with its target *MYB-like* transcription factor. These results indicate that the conserved and novel tomato miRNAs are involved in regulating developmental changes in host root during RKN infection. In RKN, the targets of conserved miRNAs were also predicted and a few of their predicted target genes are known to be involved in nematode parasitism. Further, the potential roles of both tomato and RKN miRNAs have been discussed.

## Introduction

Root-knot nematodes (RKNs, *Meloidogyne* spp.) are the most damaging plant pathogens worldwide. They have a wide host range causing agricultural losses of billions of dollars annually [1,2]. RKNs are sedentary endoparasites that complete their lifecycle within the host roots in 30–45 days. The pre-parasitic second stage juveniles (J2s) invade the plant roots with help of mechanical force and secreted cell wall degrading enzymes through stylet [3]. They initiate the feeding sites known as giant cells that serve as a source of nutrition for developing nematodes [4]. Feeding nematodes become sedentary and undergo through a few round of molting to develop into J3s, J4s and adult females. A large number of secreted effector proteins, which are produced in the esophageal glands, play a crucial role in manipulating host machinery to induce the development of giant cells and to suppress basal host defense responses [5–8]. Several studies have identified repertoire of host genes that are manipulated by effectors during successful infection process. For example, majority of host genes related to defence responses are downregulated and genes involved in cell cycle, cell differentiation, cell wall formation and cytoskeleton organisation are upregulated [9–11].

The role of microRNAs (miRNA) in regulating the expression of genes involved in various biological processes such as growth and development, hormone signalling, abiotic and biotic stress responses have been demonstrated [12–15]. In recent years, the role of plant miRNAs in regulation of genes involved in plant-nematode interaction have also been reported [8,16,17]. The most abundant targets of miRNAs that have been reported with modulated expression during nematode infection are transcription factors. A role of miR396 in modulating the expression of growth regulating factors (*GRF*s) during syncytium formation and maintenance has been demonstrated during cyst nematode infection in *Arabidopsis* [18,19]. Further, Zhao and coworkers [20] reported that miR319/TCP4 module acts as a regulator of jasmonic acid levels upon RKN infection in tomato and thereby, affects the nature of host resistance. Recently, functional role of miR390/TAS3 in regulating *ARF*s at early gall development was studied during *Arabidopsis-*RKN interaction [17]. In animals, role of miRNAs in relation to diseases have been suggested by predicting the miRNA targets computationally in humans, insects and metazoans [21–23]. Recently, cancer associated gender specific miRNAs were identified among human males and females [24]. Additionally, recent studies on identification and characterization of RKN miRNAs suggested their role in nematode development and parasitism [25–27].

In the present study, we have used tomato and RKN (*M*. *incognita*) as a model crop-pathogen system to study the role of miRNAs from both tomato and RKN during disease development. Next generation sequencing approach was employed to identify a population of both tomato and RKN miRNAs from *in vivo* RKN-infected tomato roots at five different disease development stages spanning first day post inoculation (dpi) to 30 dpi. Differential expression of both tomato and RKN miRNAs at various stages indicates their role during disease development. To gain insights into the regulatory roles of miRNAs during RKN infection, in silico target prediction of both conserved miRNAs from tomato and RKN and novel miRNAs from tomato was done and their gene ontology (GO) analysis was also performed. Further, targets of 8 conserved and 1 novel tomato miRNAs were validated through 5’RLM-RACE and correlation in the expression pattern of miRNAs and their targets was determined through qRT-PCR. To the best of our knowledge, this is the first comprehensive study on identification and characterization of miRNAs simultaneously from both tomato and RKN at five different disease development stages that includes early and late stages of RKN infection in tomato roots under soil-grown conditions. Additionally, the role of tomato miRNAs during disease progression and role of RKN miRNAs during its development and parasitism in infected tomato roots have been discussed during tomato-RKN interaction.

## Material and methods

### Nematode culture, plant material, and growth conditions

Disease development study was conducted using RKN, *M*. *incognita*, propagated on susceptible Indian tomato line Pusa Ruby in infection house at Department of Botany, University of Delhi, India. RKN culture was obtained from Prof. Uma Rao’s laboratory, Division of Nematology, Indian Agricultural Research Institute, New Delhi, India. Infection studies were conducted under controlled growth conditions at 22°C with 16 hour light and 8 hour dark photoperiod. Egg masses were dissected manually from infected roots and kept in deionised water at room temperature for hatching into J2s. After 2–3 days, the suspension of J2s was passed through three to four layered kimwipe to separate J2s from unhatched eggs. For miRNA studies, tomato susceptible line, Pusa Ruby and resistant transgenic line that contains *Mi-1* resistance gene were used. Seeds of tomato resistant line were obtained from Prof. Valerie M. Williamson’s laboratory, Department of Nematology, University of California, Davis, USA.

### Stage selection and tissue harvesting

Five-week old seedlings of both susceptible and resistant line were grown in sterile soil and inoculated with 1500 J2s. The plantlets which have not been infected with nematode were treated as control. Collection of tissue was performed in susceptible line for 30 dpi and resistant line for 7 dpi. Plantlets carefully uprooted, roots were quickly washed under cold tap water, blot dried, excised from the plant and snap chilled with liquid nitrogen. Tissue was stored at -80°C until further processing. The root tissue of uninfected plantlets of the same age was also harvested as control samples. Additionally, one infected plant was harvested on each day to study the lifecycle of nematode and progression of the disease through acid fuchsin staining [28]. After staining and clearing, the whole root was observed under the inverted microscope (Carl Zeiss, Gottingen, Germany) and counted the number of nematodes at different development stages. To ensure reproducibility of the time course of disease development, several prior experiments were performed to standardize the count of J2s to be inoculated, substrate required for plant and nematode growth and process for conduction of experiments. Five disease development stages of susceptible response and two stages of resistance response were selected for miRNA study.

### RNA isolation and small RNA library preparation

Root tissue of equal weight of each disease development stage was processed for total RNA isolation using TRI reagent (Sigma-Aldrich, St. Louis, MO, U.S.A.) as per manufacturer’s instructions. The integrity of RNA was checked on 1.2% agarose gel and quantification was done through optical density measurement using Nanovue (GE Healthcare Bio-sciences, Uppsala, Sweden). A total of 11 small RNA libraries were prepared including five infected disease development stages with their corresponding uninfected tissue of same age and a library of five-week old uninfected root tissue of susceptible tomato line. Small RNA libraries from root tissue of each stage were prepared independently using Illumina small RNA sample preparation kit (Illumina, San Diego, CA, U.S.A.) according to manufacturer’s instructions. Briefly, an equal amount of total RNA of each stage was used for sequential ligation of 3’and 5’adapter using T4 RNA ligase. Adapter ligated small RNA was reverse transcribed using SuperScript II Reverse Transcriptase (Invitrogen, Carlsbad, CA, U.S.A.) and 3’ adapter specific RT-primer. cDNA prepared was amplified and product of approximately 147 bp was eluted through 6% polyacrylamide gel. The quality and quantity of cDNA libraries prepared were determined through Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA, U.S.A.). High-throughput sequencing of libraries was performed using Illumina Hiseq 2000 system at Institute of Genomics and Integrative Biology, Delhi, India, according to manufacturer’s instructions. The supported data was submitted in NCBI’s Gene Expression Omnibus repository under accession number GSE87651 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE87651)

### Bioinformatics analysis of sequencing data

Sequencing data was filtered through a pipeline of UEA sRNA workbench 3.0 with default parameters [29]. Sequences with the desired length between 16–35 nt were extracted and the sequences without 3’ adaptor and those trimmed sequences that did not lie between the specified sequence lengths were discarded. Further, low complexity sequences (sequences containing less than 3 distinct nt), invalid tags with ‘N’ nt, degradation products and other non-small RNAs have been discarded. The fragments of rRNA, tRNA, snRNA or snoRNA were removed after mapping on plant t/rRNAs sequences from “Rfam” (except miRNA), *Arabidopsis* tRNAs from “The Genomic tRNA Database” and plant t/rRNA sequences from “EMBL” release 95.

### Identification of conserved and novel tomato miRNAs

For identification of miRNAs and their precursors, the unique putative small RNA reads were aligned to tomato reference genome dataset obtained from NCBI (Solanaceae Genomics Project Assembly SL2.40) with no mismatch using miRCat pipeline of UEA sRNA tool kit with set parameters [29,30]. The flanking sequences of varying length surrounding the aligned read were extracted from genome and were folded into secondary structures using RNAfold [31]. Further, miRCat trim and analyse the characteristic hairpin structures. The authentic precursors were screened manually to identify the miRNAs based on criteria for annotation of plant miRNAs [32]. To identify conserved miRNAs, mature miRNA sequences were aligned to the known plant miRNAs in miRBase v21 depository [33] by using inbuilt criteria in UEA sRNA workbench. Sequences with perfect homology to any miRNA sequence of miRBASE depository were referred as conserved miRNAs. Additionally, variants of conserved miRNAs were also identified by allowing 2 mismatches. Sequences with ≥ 3 mismatches or no match to already known sequence were referred as novel miRNAs in this study. Further, the conserved miRNAs of tomato were denoted as miR166(i), miR166(ii) and so on, variants of conserved miRNAs were denoted as variant_miR319(i) and the novel miRNAs were denoted as Sly_miRNA (*Solanum lycopersicum*_miRNA)”.

### Prediction of tomato miRNA target genes and GO analysis

To understand the functional role of miRNAs in various biological processes, target genes of miRNAs were predicted by using psRNA Target Analysis Server at default settings [34]. Moreover, transcriptome data used as a reference [35] to predict miRNA targets was generated from RNA isolated from the same set of five disease development stages that were used to obtain the small RNA data.

After prediction, targets were selected for experimental validation. The criteria used for selection of potential targets for validation included 1) inverse correlation in digital expression profile of miRNA and their targets at any stage, 2) putative function in plant development, signal transduction and plant pathogen interaction and 3) low expectation score. Also, all the predicted targets of conserved and novel miRNAs were subjected to GO analysis using SEA tool of AgriGO: A GO analysis toolkit version 1.2 [36]. The enriched GO terms in our dataset with respect to total annotated tomato genes were determined through AgriGO toolkit using Fisher’s exact test at significant P-value < 0.05.

### Validation of target genes of conserved and novel tomato miRNAs through 5’RLM –RACE

The cleavage sites of predicted targets were validated through 5’RLM-RACE. Briefly, the isolation of mRNA/Poly A^+^ RNA from total RNA was performed using PolyATtract mRNA isolation system IV (Promega, Madison, WI, U.S.A.) and 25 ng of mRNA was ligated to the RNA adapter using T4 RNA ligase (Promega). Further, amplification of cleaved products of miRNA target genes was performed using reverse primers specific to target gene and primers complementary to RNA adapter. The PCR amplified products were purified by gel elution, cloned into a pGEMT Easy vector (Promega) and sequenced. The sequencing results were analysed to map the cleavage sites. Primers used in 5’ RLM-RACE are detailed in the S1 Table.

### Expression profiling of tomato miRNAs and their targets through qRT-PCR

The variation in expression of conserved and novel miRNAs was confirmed by performing qRT-PCR across four stages (stage 1, 2, 3 and 5) of susceptible response and two stages (stage 1 and 2) of resistance response. The tissue of corresponding uninfected stage was considered as control to reduce the biasness due to the root development. Total RNA (10 ug) was used for DNAase treatment with Deoxyribonuclease I (New England Biolabs, Ipswich, MA, U.S.A.) followed by phenol-chloroform purification. 2 ug of purified DNAase-treated RNA was polyadenylated using *E*. *coli* Poly-A polymerase I provided in Poly-A tailing kit (Ambion, Austin, TX, U.S.A.) according to manufacturer’s instructions. The polyadenylated product was purified and reverse transcribed using a poly-T adapter and SuperScript Reverse Transcriptase III (Invitrogen). Further, expression of miRNAs was measured through Taqman probe based qRT- PCR method (Roche, Mannheim, Germany). The qRT-PCR for expression analysis of miRNAs was performed using miRNA specific forward primer (0.5 μM), universal reverse primer (0.5 μM), TaqMan probe complementary to the poly-T adapter (0.2 μM) with LightCycler^®^ 480 Probe Master Mix. 18S rRNA was used as internal reference control. The absolute quantification of 18S rRNA gene was performed to normalize the copy number in each sample to eliminate any biasness caused during RNA quantification and poly-A tailing. The reaction cycling conditions were as follows—denaturation and hot start activation of the enzyme at 95°C for 1 min then 40 cycles at 95°C for 10 s followed at 60°C for 40 s for amplification. For miRNA target gene expression profiling, DNase-treated RNA was reverse transcribed using iScript reverse transcription kit (BioRad, Hercules, U.S.A.) as per manufacturer’s instructions. Expression profile of target genes was determined using gene-specific primers (0.5 μM) and SYBR green I master mix (Roche) in CFX connect Real-Time PCR detection system (BioRad). Open reading frame that showed a uniform expression in all the transcriptome libraries of same five disease development stages generated in our lab was chosen as endogenous control [35]. The expression profiling of miRNAs and their target genes was done with two technical replicates for each of three biological replicates in CFX connect Real-Time PCR detection system (BioRad). Relative expression was determined by calculating fold change in infected sample relative to uninfected sample using delta delta Ct method [37]. Additionally, student’s t-test (*P* < 0.05) was performed to determine the significant difference in expression of miRNAs between infected and corresponding uninfected stages. Primers used in qRT-PCR are detailed in the S1 Table.

### Identification of conserved and novel RKN miRNAs

Unique reads obtained after filtration of sequencing data were mapped on RKN reference genome obtained from NCBI (whole genome shotgun sequence assembly, strain Morelos) with no mismatch for identification of miRNAs through miRCat [29]. The flanking sequences around aligned reads of various lengths were extracted from the reference genome and hairpin structures were prepared through RNAfold [31] and analyzed for the identification of potential miRNA precursor using UEA sRNA toolkit [29]. For the identification of conserved miRNAs, predicted RKN miRNA sequences were aligned with known miRNA sequences in the miRBASE v21 depository [33]. The criteria used for identification of conserved miRNAs was same seed sequence (2–7 nt from 5’ end of miRNA sequence) and 80% homology within the mature sequence (21–24 nt) with the known miRNAs in miRBASE v21 depository. The remaining miRNAs with less than 80% homology to the already known miRNA sequences were referred as novel miRNAs. In this study, the conserved miRNAs of RKN were denoted as miR-100_1, miR-100_2 and so on and the novel miRNAs were denoted as min_miRNA (*Meloidogyne incognita*_miRNA).

### Prediction of conserved RKN miRNA targets and GO enrichment analysis

We have predicted the targets of nematode conserved miRNAs through miRanda software [23, 38] at default parameters using available 3’UTR sequences of RKN genes obtained from WormBase (http://www.wormbase.org). Targets of 37 conserved miRNAs were predicted on the basis of strict complementarity of seed sequence (2–7 nt) at 5’ end of the miRNA. Further, GO enrichment analysis of all miRNA targets was performed through GeneMerge v1.4 and considered Bonferroni corrected P-value < 0.05 [39].

## Results

### Disease development

Disease progression was studied to define the stages in RKN-infected tomato roots of susceptible and resistant lines grown in soil conditions. In RKN-infected susceptible line, the complete life cycle was divided into five stages on the basis of number of J2s invading in the tomato roots, formation of giant cells and root-knots, transition in different development stages of nematode and progression of disease in the roots. We classified the root tissues pooled from 1, 2 and 3 dpi as stage 1 (invasion of J2s/ initiation of feeding sites); 5, 6 and 7 dpi as stage 2 (parasitic J2s/ formation of feeding sites); 13, 14 and 15 dpi as stage 3 (feeding J2s and J3s/ expansion of feeding sites); 18, 19 and 20 dpi as stage 4 (J4s/ maintenance of feeding sites) and 26, 27 and 28 dpi as stage 5 (J4s and females/ maintenance of feeding sites). These five disease development stages selected for further study are depicted in Fig 1. In RKN-infected resistant line that possesses *Mi-1* gene, only two stages of disease development corresponding to first two stages of susceptible response were considered for the study.

**Fig 1:**
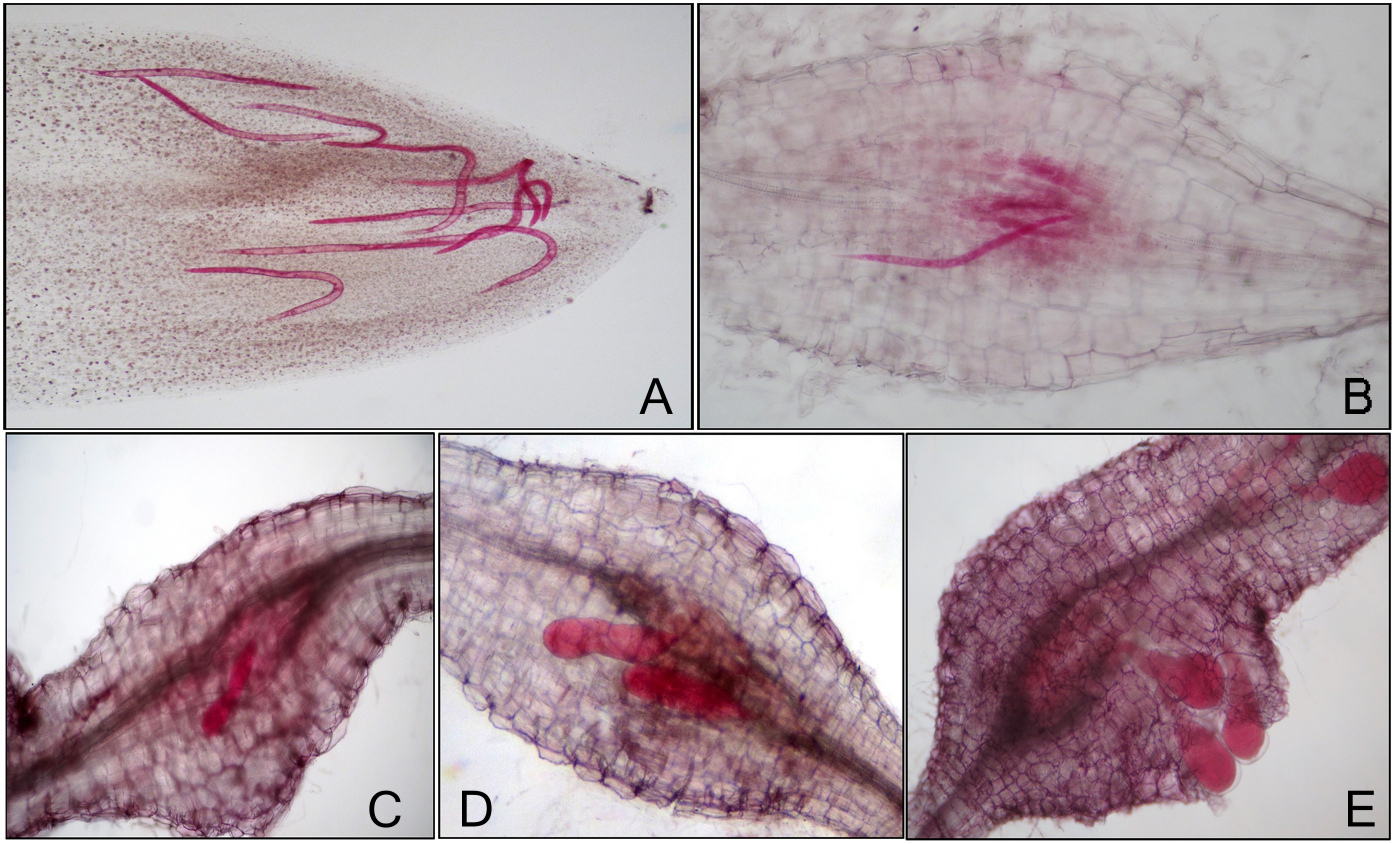
Different stages of disease and RKN development observed in infected tomato roots of susceptible line through acid fuchsin staining. **(A)** Invasion of J2s/ initiation of feeding sites (Stage 1). **(B)** Parasitic J2s/ formation of feeding sites (Stage 2). **(C)** Feeding J2s and J3s/ expansion of feeding sites (Stage 3). **(D)** J4s/ maintenance of feeding sites (Stage 4). **(E)** J4s and females/ maintenance of feeding sites (Stage 5).

### Analysis of small RNA sequencing data

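Small RNA was sequenced from roots of the susceptible tomato line, uninfected at stages 0 to 5 and infected with RKN from stage 1 on, with 1 library per condition. The values given here cover 10 of these libraries, 6 from uninfected roots (stages 0, 1, 2, 3, 4 and 5) and 4 from infected roots (stages 1, 3, 4 and 5), and the stage 2 infected library was not analysed here. The authors deposited, for each library, the distinct sequences left after adapter removal with the count of reads of each, without normalization. The uninfected libraries held 34142324 reads at stage 0, 29203494 at stage 1, 25295267 at stage 2, 38458628 at stage 3, 32562617 at stage 4 and 38852673 at stage 5. The infected libraries held 38710018 reads at stage 1, 30630444 at stage 3, 29019857 at stage 4 and 54478445 at stage 5. The median over the 10 libraries was 33352470.5 reads. The sequences in the files were 16 to 45 nt long and some held an N, so the authors' upper length limit and their filter on N were not yet applied to them. There were no replicates, so a comparison of an infected with an uninfected library compares those libraries, not the conditions. The intervals given with the values are 95% intervals of the read counts. They cover the counting error of reads only, not variation between roots or libraries. PCR copies of a molecule could not be told apart and count as separate reads, so the intervals may be too narrow even for that.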

High throughput sequencing of 11 small RNA libraries prepared from 5 stages of disease development from susceptible line yielded a total of 517 million raw reads and 36 million unique reads. 

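The 10 libraries held 351353767 reads in total and 31340398 distinct sequences when each library was counted on its own. Pooled, they held 21187683 distinct sequences, of which 19675040 were 16 to 35 nt long. Reads of 16 to 35 nt numbered 325452097 and made up 89.5% of the reads in the lowest library (stage 3 uninfected) and 97.7% in the highest (stage 1 infected). With sequences of a single read left out of each library, 9375777 distinct sequences remained in the sum over the libraries.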

The sequencing data set of these small RNA libraries was pooled and filtered using UEA sRNA workbench version 3.0 [29]. In total, 221 million raw reads (42.7%) and 20 million unique reads (56.5%) were accounted as putative small RNA reads of 16–35 nucleotide (nt) length and were used for further analysis (Table 1).

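The small RNA populations that S5 Table gives for the 10 libraries summed to 222261499 reads, and those it gives for 11 libraries to 237717543. They amounted to between 54.1% (stage 0 uninfected) and 70.3% (stage 5 infected) of the reads in the library's file. The files still hold rRNA fragments (18012 to 71081 reads per library that match the forward primer for 18S rRNA), and the authors' removal of rRNA and tRNA fragments was not repeated here.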

**Table 1:** Elimination summary showing the abundance of reads obtained from all the libraries of susceptible interaction investigated.

Type of reads	Total raw reads	Unique reads
Raw reads	517948240 (100%)	36846758 (100%)
Sequence after 3’ adapter removal	504652329 (97.4%)	25805141 (70%)
Filter by sequence length (<16nt and >35nt)	170832869 (32.9%)	15789097(42.8%)
Filter low-complexity sequences	5352 (0.001%)	3861 (0.01%)
Filter invalid sequences	129588 (0.02%)	63121 (0.17%)
Filter by t/rRNA (matches out)	125801908 (24%)	166981 (0.45%)
Putative small RNA (sRNA) population	221178523 (42.7%)	20823698 (56.5%)

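Of the 325452097 reads of 16 to 35 nt in the 10 libraries, 129781124 (39.9%) were 20 to 24 nt long. These reads include the rRNA and tRNA fragments that the authors removed before their count. Divided by the populations of S5 Table, from which the fragments were removed, the same reads would come to 58.4% at most, a setting chosen after seeing the data. Over all libraries these populations sum to more reads than the paper's filtered total, to which this bound does not apply. The share was lowest in the stage 1 uninfected library (34.0%) and highest in the stage 1 infected library (47.3%), and no library reached 50%. Among distinct sequences, the 20 to 24 nt class made up 51.3%. Counting reads of every length in the files gave a share of 36.9%.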

In our sequencing dataset, majority of small RNA reads were 20–24 nt in length suggesting the role of dicer proteins in small RNA production [40]. 

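In each of the 10 libraries the most frequent read length was 21 nt, at between 10.1% (stage 0 uninfected) and 20.2% (stage 1 infected) of the reads. Over the pooled reads, 21 nt accounted for 14.6%, 24 nt for 7.29%, 20 nt for 6.06%, 22 nt for 6.01% and 23 nt for 5.88%. Each distinct sequence counted once, 24 nt accounted for 18.0%, 23 nt for 12.4%, 22 nt for 7.71% and 21 nt for 7.14%. The 24 nt class was the largest among distinct sequences in 10 of the 10 libraries, at 12.4% to 23.6%. Without the most abundant sequence of each library, the share of 21 nt reads was 11.0%, and 21 nt remained the most frequent length.

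**Figure D1:**
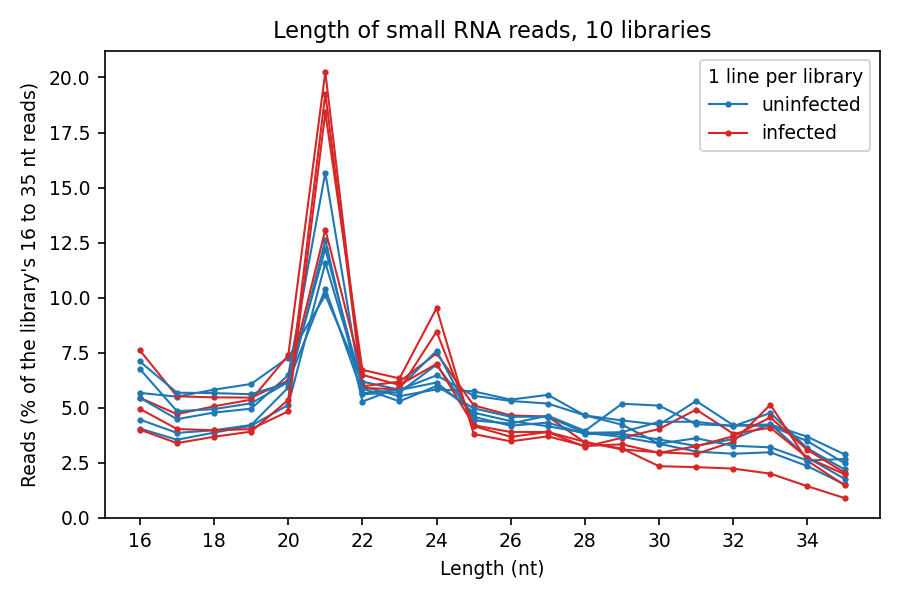
Percent of a library's reads of 16 to 35 nt at each length in nt, with 1 line per library (6 uninfected in blue, 4 infected in red). Each line peaks at 21 nt.

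**Figure D2:**
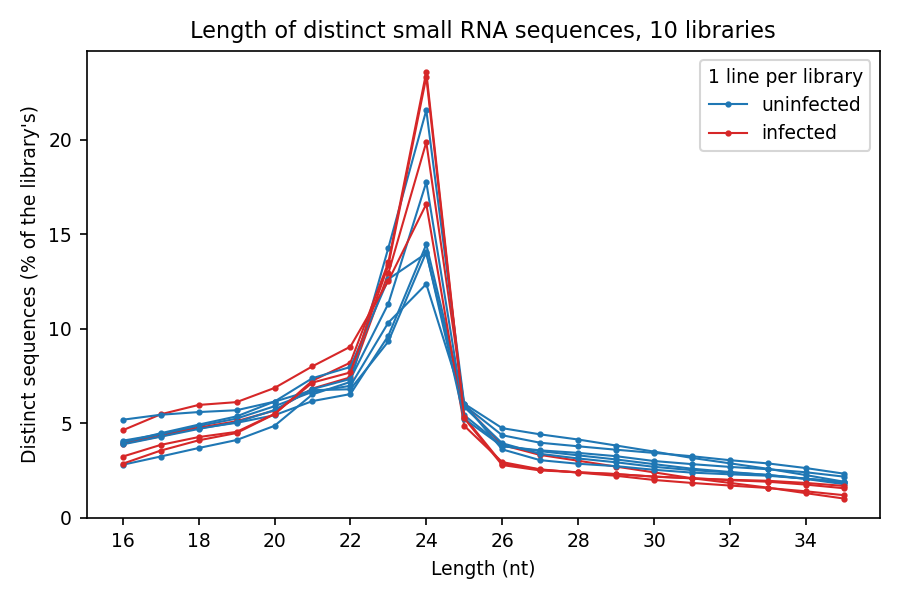
Percent of a library's distinct sequences of 16 to 35 nt at each length in nt, with 1 line per library in the same colors. Each line peaks at 24 nt.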

Among raw reads, 21 nt length reads were abundant whereas among unique reads, 24 nt length reads were higher followed by reads of 23 nt, 22 nt and 21 nt length (S1 Fig). The 23–24 nt length reads belong to class of heterochromatic siRNAs and are reported as most abundant reads during small RNA sequencing in other flowering plants [40]. The 23 nt reads might be generated due to degradation of 24 nt fragments. These results are consistent with the previous studies on Citrus, Soybean and Potato small RNAs [41–43]. For further analysis, we considered the characteristic DCL1 processed 21 nt length reads and also 20 and 22 nt length reads that could have been produced due to inappropriate processing by DCL1.

### Identification of conserved and novel tomato miRNAs

After filtration, all unique sequences were mapped on tomato reference genome for identification of miRNAs using UEA sRNA toolkit plant version miRCat pipeline with no mismatch [29,30]. The flanking regions of varied length on both sides of mapped sequence were extracted from the genome and secondary structures of these regions were prepared through RNAfold. The secondary structures were trimmed and analysed through miRCat to identify potential precursors. These potential precursors were screened for identification of candidate miRNA following the criteria for miRNA annotation as described by Meyers et al. [32]. Out of total 5184 predicted small RNAs, 1775 candidate miRNAs were of 20–22 nt in length. 

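S2, S3 and S4 Tables and the primer table list 334 tomato miRNA loci with 211 distinct mature sequences. In the 10 libraries, the exact mature sequence of 325 loci had more than 10 reads and that of 9 loci had 10 or fewer. The mature sequence was 20 nt long at 59 loci, 21 nt at 157 and 22 nt at 118.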

Among these, 337 miRNAs with more than 10 reads in all the libraries were further characterized. Fifty-two conserved miRNAs belonging to 23 miRNA families (with prefect homology), 4 variants of conserved miRNAs (with ≤ 2 mismatches) and 281 novel miRNAs (with ≥ 3 mismatches) were identified on the basis of miRBASE v21 depository. 

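The mature sequences of the 52 conserved loci fall into 31 distinct sequences of 23 families, and those of the 4 variant loci into 3. Reads per conserved locus ranged from 3 (miR399(vi)) to 9828945 (miR166), with a median of 3218. The 278 Sly_miRNA loci listed had a median of 356.5 reads where both arms were found and of 79 reads where 1 arm was found. In these medians a shared sequence counts at each of its loci, such as that of Sly_miRNA996 at 17 loci with both arms.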

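A miRNA* sequence is listed for 42 conserved loci and for the 4 variant loci. For 42 of the conserved loci at least 1 read of a listed miRNA* was counted in the 10 libraries, and for 38 at least 3 reads. For the variants, 3 loci had at least 1 such read and 2 had at least 3. The median was 79 miRNA* reads per conserved locus, and no miRNA* count was above that of its mature sequence.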

Out of 52 conserved and 4 variants of conserved miRNAs, mature sequences of 42 conserved and all variants of conserved miRNAs were predicted from both the opposite arms of stem-loop precursors (S2 Table). 

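S3 Table lists 59 Sly_miRNA loci with both arms, and Sly_miRNA996 is given in the primer table only. For 58 of the 59 loci at least 1 miRNA* read was counted over the 10 libraries, and for 31 at least 3 reads. The median was 3 miRNA* reads per locus.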

Among 281 predicted novel miRNAs, mature sequences of only 60 were identified from both the opposite arms of stem-loop structure and here after referred as novel miRNAs (S3 Table). 

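S4 Table lists 218 Sly_miRNA loci with a single mature sequence. These had between 2 and 21716 reads over the 10 libraries, and 212 of them had more than 10. The highest count is that of Sly_miRNA11, whose mature sequence is also that of the conserved miR9471(ii).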

For the remaining 221 miRNAs, only one mature sequence was identified, which might be due to degradation of other sequence during biogenesis of miRNA [13] and they were referred as candidate novel miRNAs (S4 Table). 

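The adjusted minimum free energy (AMFE, the minimum free energy per 100 nt of precursor) was computed with RNAfold 2.7.2 from the listed precursor sequences. It was -43.9 ± 6.74 kcal/mol (mean ± SD) over the 52 conserved tomato precursors and -44.3 ± 4.60 over the 4 variants. For the 59 Sly_miRNA precursors with both arms it was -39.8 ± 10.8 kcal/mol, and for the 218 with a single arm -33.4 ± 7.27. The energies listed in the supplementary tables averaged -44.6 for the conserved precursors and -40.8 for the Sly_miRNA precursors with both arms.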

The average of adjusted minimum free energy (AMFE) of conserved miRNA precursors was -45 kcal/mol and novel miRNA precursors was -40.7kcal/mol, which is in accordance to the known free folding energies of miRNA precursors in other plant species [44]. The stem-loop secondary structure of a few novel miRNAs predicted through Mfold web server is shown in S2A Fig.

### Genomic distribution of conserved and novel tomato miRNAs

Most of the plant *MIR* genes are transcribed from intergenic regions of the genome [45]. In our study, distribution of pre-miRNA loci of 337 miRNAs was investigated among intergenic and genic regions of tomato genome (Solanaceae genome network). Out of 337 miRNAs, 296 were transcribed from intergenic regions and 41 from genic regions (S3 Fig). Among the miRNAs that are transcribed from genic regions, 27 were encoded by introns, 12 from exons and 2 from both introns and exons.

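By the coordinates listed for the precursors, chromosomes 1 to 12 of tomato each carried between 2 and 20 of the conserved, variant and both-arm Sly_miRNA loci. Chromosomes 6, 8, 10 and 12 had 11 loci each, chromosome 1 had 10, chromosome 7 had 9, chromosomes 4 and 9 had 8 each, and chromosomes 2 and 5 had 7 each. Sly_miRNA996 has no listed coordinates.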

Chromosomal distribution of pre-miRNA loci of predicted 52 conserved miRNAs, 4 variants of conserved miRNAs and 60 novel miRNAs was investigated (Fig 2). We found random distribution of these miRNAs across twelve chromosomes when loci of pre-miRNAs were overlayed on a map that shows the position of “kazusa and SolCAP markers” (Solanaceae genome network). In plant genome, such random distribution of miRNAs suggests evolution of genes through different duplication events and inversion followed by chromosomal rearrangements, amplification and loss of genes [46]. The density of miRNAs was highest on chromosome 3 including 18 conserved and 2 novel miRNAs and least on chromosome 11 including no conserved and 2 novel miRNAs (Fig 2).

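Chromosome 3 carried 16 conserved and 2 variant loci with 2 Sly_miRNA loci, and chromosome 11 carried 2 Sly_miRNA loci and no conserved locus. With the single-arm loci counted, chromosome 3 had 21 more and chromosome 11 had 19 more.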

**Fig 2:**
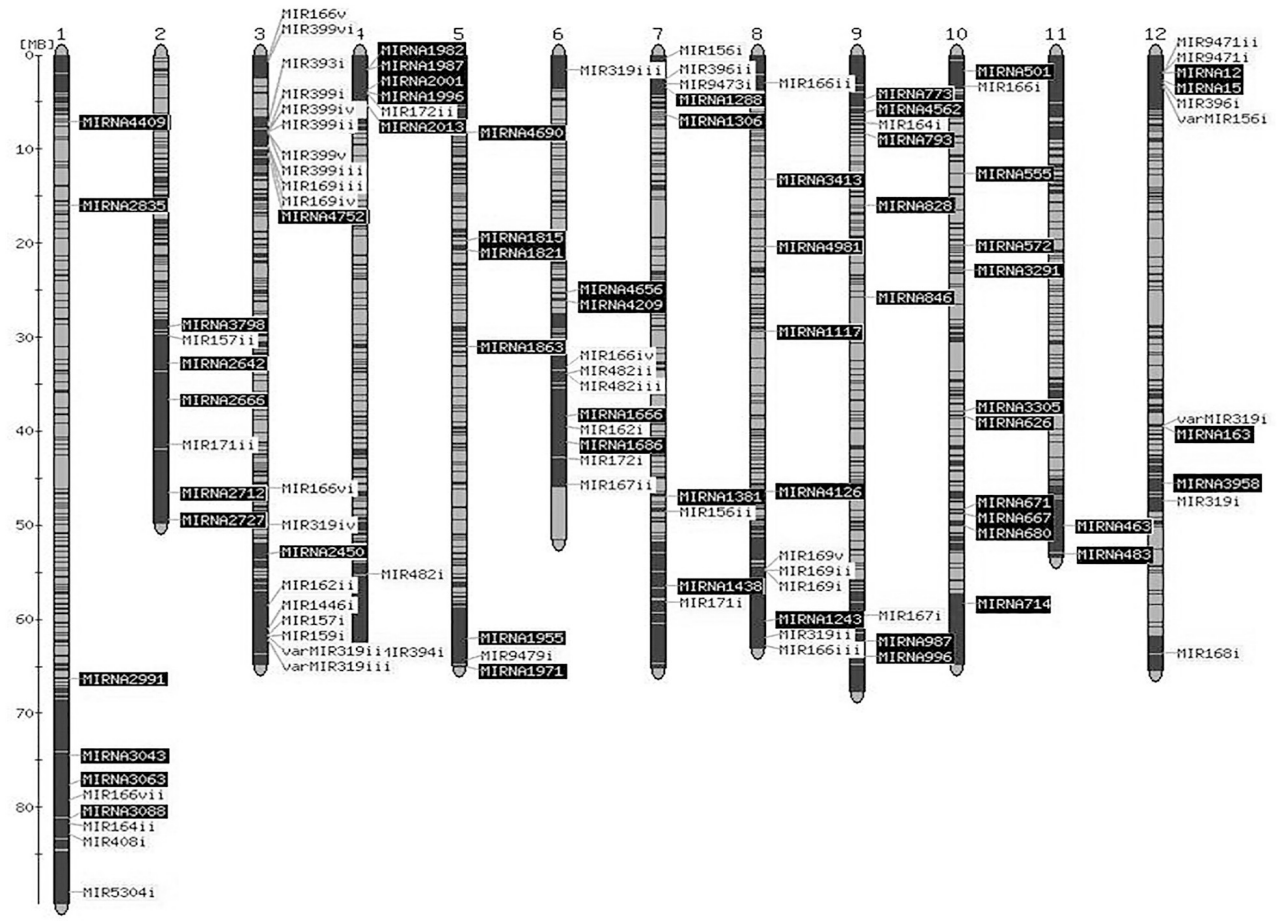
Chromosomal distribution of predicted miRNA precursors of tomato miRNAs. The precursors of conserved (MIR), variants of conserved (varMIR) and novel (MIRNA) miRNAs were mapped onto tomato chromosomes using sequenced based map (Mb units) that shows the positions of Kazusa and SolCAP markers on the genome. The loci of pre-miRNAs of conserved and variants of conserved miRNAs are highlighted in light color and the loci of pre-miRNAs of novel miRNAs are highlighted in dark colour.

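On chromosome 3, the mature sequences of miR399(i), miR399(ii), miR399(iii), miR399(iv) and miR399(v) lie between 8197076 and 8244982, a span of 47907 bp. The loci miR399(i), miR399(ii), miR399(iv) and miR399(v) lie within 10267 bp of each other.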

Interestingly, 5 members of miR399 family were present in close proximity on chromosome 3 (Fig 2). These members shared same miRNA mature sequence, digital expression profile and predicted targets (S5 and S8 Tables). However, sixth member of miR399 family was located at a different position on the same chromosome and has different mature sequence, expression profile and predicted targets. 

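The sequence they share, GGGCTACTCTCTATTGGCATG, had 139 reads over the 10 libraries, a total TPM of 6.43 (95% interval 5.32 to 7.53). Reads of a shared mature sequence cannot be assigned to one of its loci, so the members have a single count between them.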

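The mature sequence of miR399(vi), TGCCAAAGAAGATTTGCCCCG, starts at 731353 on chromosome 3, 7465723 bp from the group. It had 3 reads over the 10 libraries, and none of the libraries reached the floor of 3 reads, so its profile over the stages was not detectable at this depth.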

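The mature sequence TTGGACTGAAGGGAGCTCCCT is listed for miR319(i) on chromosome 12, miR319(ii) on chromosome 8 and miR319(iii) on chromosome 6. It had 63436 reads over the 10 libraries, a total TPM of 2496 (2476 to 2517), and its highest TPM was 704 in the stage 5 infected library.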

Also, 3 members of miR319 family with the same mature sequence and expression profile were located on different chromosomes (chromosome 6, 8 and 12). 

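The mature sequence of miR319(iv), TTGGACTGAAGGGAGCTCCTT, differs from that of miR319(i) by C20T, with positions counted from 1 at the 5' end of the 21 nt. Its 4040 reads gave a total TPM of 177 (171.1 to 182.4).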

The fourth member, miR319(iv), differing in one nt at 3’end along with different expression profile was located on chromosome 3 (Fig 2). In miR166 family, seven members with the same mature sequence, expression profile and predicted targets, but having different precursor sequences, were distributed on different chromosomes (chromosome 1, 3, 6, 8 and 10). Furthermore, 17 novel miRNAs having same mature sequence, expression profile and predicted targets (S6 and S9 Tables), were located on seven different chromosomes (chromosome 1, 2, 7, 9, 10, 11 and 12; Fig 2).

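The mature sequence of miR166, TCGGACCAGGCTTCATTCCCC, is found in 7 of the 7 listed precursors, which lie on chromosomes 1, 3, 6, 8 and 10. Summed over the miRNA* sequences listed for a locus, the reads numbered 32485 for miR166(i), 32298 for miR166(iii) and 32496 for miR166(vii). They numbered 18 for miR166(v) and 32 for miR166(iv). A miRNA* sequence listed for several loci counts at each, so these need not be reads of a single locus.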

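The sequence AAGTTCAGGGGTAATAGGACC is listed for 16 loci with both arms and coordinates, which lie on 7 chromosomes, and is that of Sly_miRNA996 itself, which has no coordinates listed. With the loci of a single arm included, 37 loci share it. It had 2749 reads over the 10 libraries, counted once for the whole group. Over the listed tomato loci, 46 mature sequences were shared by several loci.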

### Digital expression profiling of tomato miRNAs

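The exact mature sequence of each listed tomato miRNA was counted in the 10 libraries, and its TPM was computed as reads per 1000000 of the small RNA population that S5 Table gives for the library, with nothing added. The total TPM is the sum over the 10 libraries. A mature sequence was called detected in a library from 3 reads on, which correspond to a TPM between 0.0783 in the deepest library (stage 5 infected) and 0.194 in the shallowest (stage 2 uninfected). The read counts matched those of S5, S6 and S7 Tables for the same libraries, apart from the stage 0 reads of miR9471(i) and miR9471(ii). Other choices were tried for the denominator (the file total or the reads of 20 to 24 nt, among others), for the addition of 1 to the TPM of each library, and for the count of sequence variants, where reads with the same 5' end and up to 2 nt more or less at the 3' end were added to the exact sequence (isomiR sum).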

Normalization of reads across all the samples was done as transcripts per million (TPM) and variation in the expression of conserved, variants of conserved, novel and candidate novel miRNAs across all stages was estimated (S5–S7 Tables). For further analysis, only conserved, variants of conserved and novel miRNAs were considered. 

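The total TPM of the mature sequence of miR166 was 387589 (387336 to 387842) and that of miR396(i) was 9424 (9384 to 9465). Of the 31 distinct conserved mature sequences, 1 had a total above 10000. The denominator moved these totals most. With the reads of 20 to 24 nt in the files as the denominator, they were 653902 and 16305, and 2 sequences were above 10000. The next totals were those of miR482(i), at 3828, and miR159(i), at 3751.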

Out of 52 conserved miRNAs, miR166 family and miR396(i) were highly expressed (total TPM value > 10,000). 

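The TPM of miR166 ranged from 5739 in the stage 0 uninfected library to 101732 in the stage 5 infected library. Its reads made up 93.9% of the reads of all conserved mature sequences, 41.1 times the total TPM of miR396(i). The uninfected libraries contributed 110343 to its total TPM and the infected libraries 277246.

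**Figure D3:**
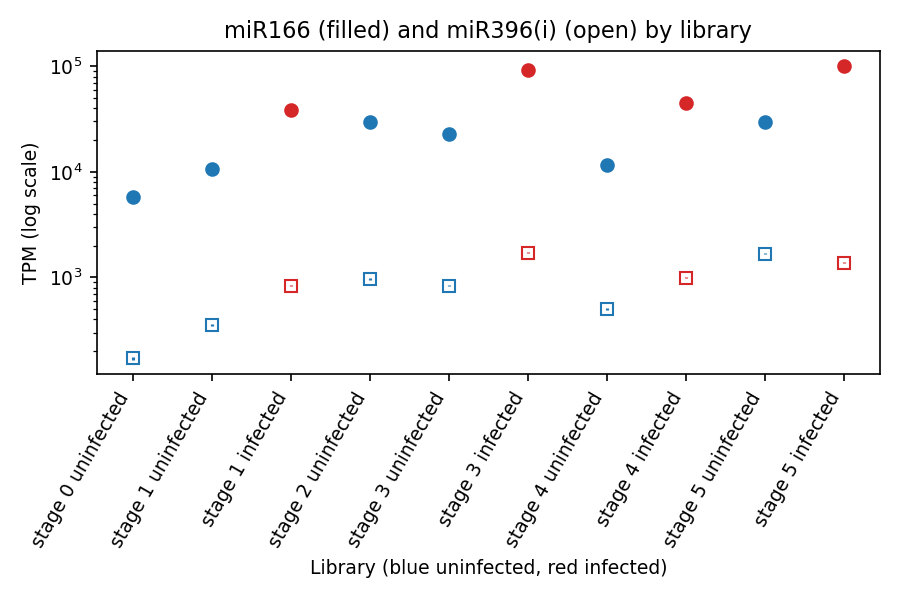
TPM on a log axis of the mature sequences of miR166 (filled circles) and miR396(i) (open squares) in each of the 10 libraries, uninfected in blue and infected in red. The 95% intervals of the counts are smaller than the symbols. In every library miR166 lies above miR396(i).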

Amongst these, miR166 family was abundantly expressed (total TPM value > 4,00,000). In contrast, a low digital expression was observed for miR1446, miR167, miR169, miR171, miR393, miR394, miR399, miR408, miR5304, miR9473 and miR9479 families (total TPM value < 100). 

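The totals of the distinct mature sequences of these 11 families were 53.4 for miR9479, 39.4 for miR1446, 36.1 for miR169, 33.3 for miR167, 21.4 for miR394, 20.7 for miR171, 14.8 for miR393, 14.7 for miR408, 14.2 for miR5304, 6.60 for miR399 and 2.04 for miR9473. In all, 13 of the 23 conserved families had a total TPM under 100, with miR156 at 95.3 and miR172 at 2.77 besides these. When 1 was added to the TPM of each library, the total of miR156(i) was 105.3 and 12 families remained under 100.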

Expression of all the variants of conserved miRNAs was also low (total TPM value < 100).

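The total TPM was 69.8 (66.7 to 72.8) for variant_miR319(i) and variant_miR319(ii), which share a sequence, 31.4 (29.0 to 33.7) for variant_miR319(iii) and 7.73 (6.58 to 8.89) for variant_miR156(i). Of the total of variant_miR319(i), 62.1 came from the 4 infected libraries and 7.64 from the 6 uninfected ones.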

Similar to previous reports [42,47], we observed a lower expression of novel miRNAs than that of conserved miRNAs. 

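The median total TPM was 95.3 over the 31 distinct conserved mature sequences and 7.72 over the 36 of the Sly_miRNAs with both arms. Of these 36 sequences, 2 had a total above the median of the conserved sequences. For the 153 distinct sequences listed only for Sly_miRNAs with a single arm the median was 2.50, and 4 of them were above the median of the conserved sequences.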

For instance, the highly expressed novel miRNA, Sly_miRNA1117 has total TPM value of 153 followed by Sly_miRNA996 (total TPM value of 147). 

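In the 10 libraries Sly_miRNA1117 had a total TPM of 131 (126 to 136) from 2726 reads and Sly_miRNA996 of 115 (110 to 119). These were the 2 both-arm Sly_miRNA sequences with a total above 100. With isomiRs summed, the total of Sly_miRNA1117 was 365 and that of Sly_miRNA996 was 125.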

Whereas, the low expression was observed for Sly_miRNA1863 (total TPM value 11.63) and Sly_miRNA463 (total TPM value 11.13). 

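Sly_miRNA1863 had 22 reads over the 10 libraries, a total TPM of 0.629 (0.360 to 0.898), and reached 3 reads in 1 library. Sly_miRNA463 had 3 reads, a total TPM of 0.134 (0 to 0.293), and reached 3 reads in no library. With 1 added to the TPM of each library, the totals were 10.6 and 10.1.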

A few highly expressed novel miRNAs that qualified the criteria for plant miRNA annotation [32], were selected for validation.

### Expression profiling of conserved and novel tomato miRNAs through qRT-PCR

Expression profiles of 11 conserved, 2 variants of conserved and 4 novel miRNAs were determined through qRT-PCR. The qRT-PCR results confirmed that majority of conserved and novel miRNAs were upregulated at different disease development stages during susceptible response. Most of the conserved and novel miRNAs were significantly upregulated (*P* < 0.05) at stage 3 (Fig 3). Among all validated miRNAs, the highest expression at stage 3 was observed for miR164(i) followed by variant_miR319(iii), miR9479(i) and miR319(iv). A few miRNAs including miR393(i), miR482(i), miR1446(i) and variant_miR156(i) were also upregulated at stage 1 (Fig 3A and 3B), whereas, miR164(i), miR319(iv) and miR1446(i) were upregulated (*P* < 0.05) at stage 5 (Fig 3A). Further, miR319(iv) was downregulated (*P* < 0.05) at stage 2. The only miRNA, miR169(v), was upregulated (*P* < 0.05) at stages 1, 2 and 5 with the highest expression at stage 1 (Fig 3A). Further, differential expression of 4 novel miRNAs including, Sly_miRNA667, Sly_miRNA996, Sly_miRNA1987 and Sly_miRNA2712 was observed (Fig 3C). Among all 4 upregulated miRNAs, only Sly_miRNA667 was significantly upregulated (*P* < 0.05) at stage 1. In contrast to susceptible response, most of the miRNAs were downregulated during resistance response. For example, conserved miR396(i) and miR169(v) were downregulated (*P* < 0.05) at stage 2 (Fig 3D).

**Fig 3:**
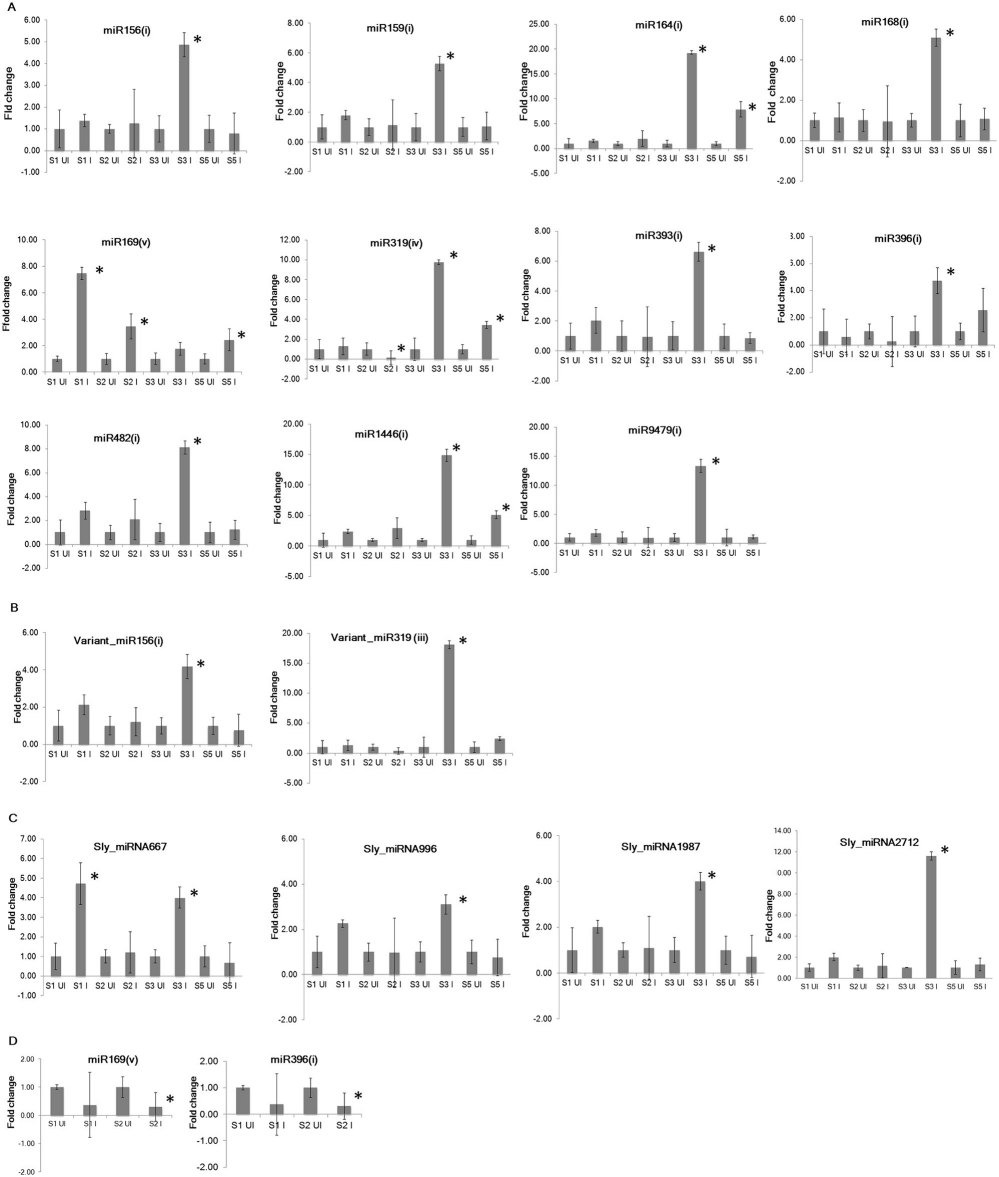
Expression analysis of tomato miRNAs through qRT-PCR at four stages of disease development during susceptible response (A-C) and at two stages of disease development during resistance response (D). To normalize the expression level, 18S rRNA was selected as internal control. All the experiments were conducted using two technical replicates for each of three biological replicates. Fold change was calculated through delta delta Ct method that represents the change in expression level in the infected sample relative to uninfected control sample. Data is the average of three biological replicates ± standard error of the mean. The student’s t-test (P < 0.05) was performed to determine significant difference in miRNA expression between uninfected and infected sample. The significant difference (P < 0.05) obtained for an infected stage is marked with * in the figure. S1-Stage 1, S2-Stage 2, S3-Stage 3, S5-Stage 5, UI-Uninfected sample, I-Infected sample.

### Prediction of conserved and novel tomato miRNA targets, GO analysis and validation through 5’RLM-RACE

Putative targets were predicted for 52 conserved, 4 variants of conserved and 59 novel miRNAs (S8 and S9 Tables). The predicted targets of conserved miRNAs were the same as was observed for other plant miRNAs with majority of them being transcription factors. For example, known targets, *SBP*, *NAC*, *GRAS*, *HB*, *GRF*, *GAMYB-like* and *TCP24* transcription factors were predicted for miR156(i), miR164(i), miR171(i), miR166(i), miR396(i), miR159(i) and miR319(i), respectively in our study. In case of novel miRNAs, Sly_miRNA2712 was predicted to target peroxidase. Sly_miRNA667 was predicted to target transmembrane receptor serine/threonine kinase protein and Sly_miRNA996 was predicted to target *MYB-like* transcription factor.

GO annotation and enrichment analysis was performed for all the predicted targets of conserved, variants of conserved and novel miRNAs to investigate their potential functions using AgriGO v1.2 [36]. A total of 19,662 annotated tomato genes in AgriGO database were used for GO singular enrichment analysis (SEA) of 516 putative miRNA targets. Out of these target genes, GO of 355 genes was achieved, which were categorized into cellular component (GO:0005575), biological processes (GO:0008150) and molecular functions (GO:0003674) (S10 Table). The enriched target genes were mapped under significant GO terms of each category (Fig 4A). A high percentage of genes encoding transcription factors were enriched under GO term, transcription factor activity (GO:0003700) of molecular functions (Fig 4B). The majority of genes associated with biological processes and cellular component were enriched in GO terms, cellular processes (GO:0009987) and intracellular membrane-bound organelle (GO:0043231), respectively. While other enriched GO terms under biological processes include death (GO:0016265) and defense responses (GO:0006952).

**Fig 4:**
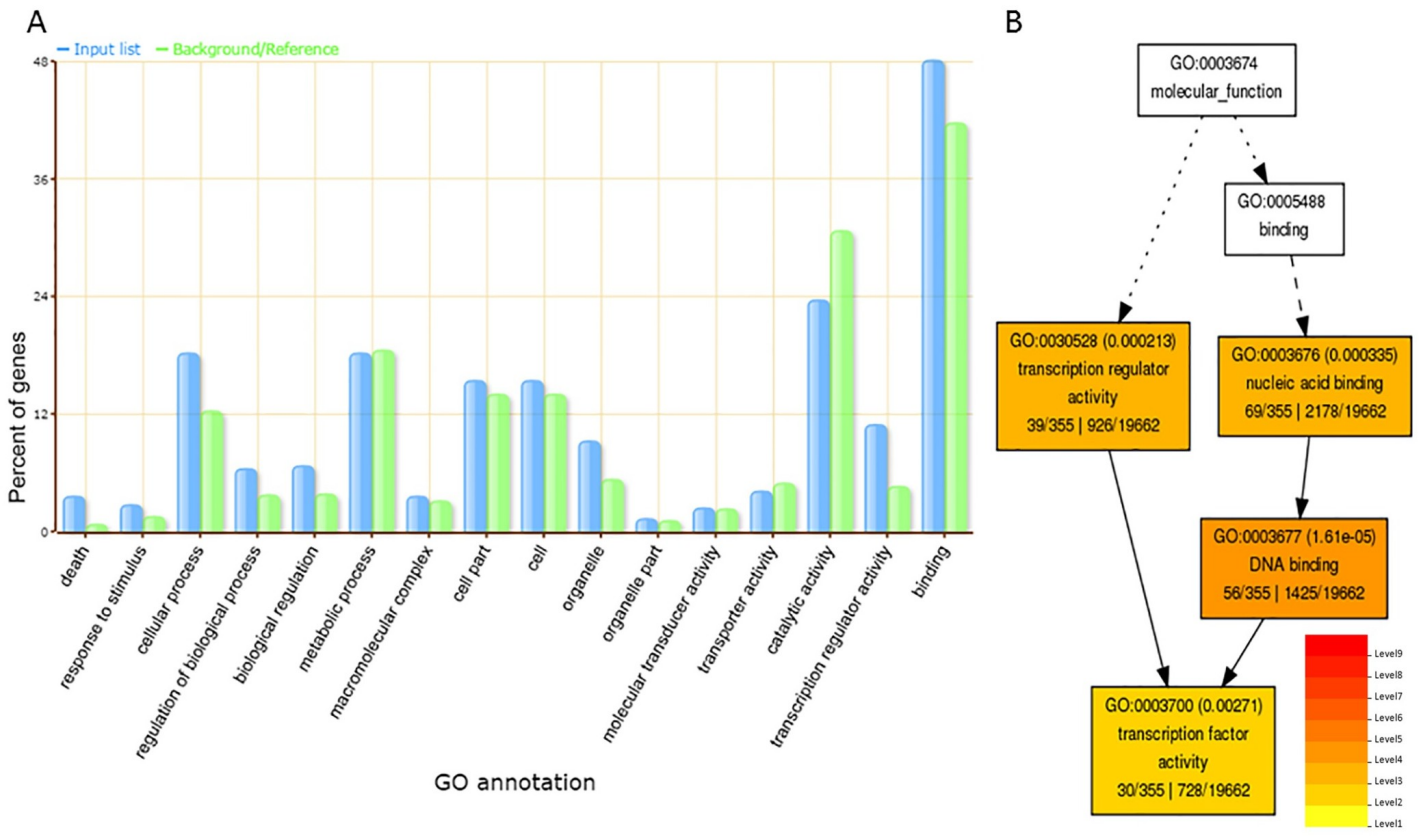
GO analysis of targets of conserved, variants of conserved and novel tomato miRNAs using singular enrichment analysis tool (SEA) of AgriGO toolkit. (**A)** The percentage of genes mapped under different GO terms is represented through a bar graph. Blue bars indicate percentage of enriched miRNA target genes in different GO terms and green bars indicate percentage of total annotated tomato genes mapping in different GO terms. (**B)** Enriched GO terms in molecular function category are represented in hierarchical tree graph.

The targets of 8 conserved miRNAs and 1 novel miRNA have been validated through 5’ RLM-RACE (Fig 5). The sequencing results of cloned 5’RLM-RACE cleavage products revealed that cleavage site of *SBP* (Solyc05g015510.2) and peroxiredoxin (Solyc05g015520.2) lies between 9^th^ and 10^th^ base from 5’ end pairing of miR156(i) and miR394(i), respectively (Fig 5). The cleavage site of genes including *NAC* (Solyc07g062840.2), *HB* (Solyc03g120910.2), *AGO1* (Solyc06g072300.2), Resistance protein (Solyc02g036280.2) and *GAMYB-like* (Solyc06g073640.2, Solyc01g009070.2) was deciphered to lie between 10^th^ and 11^th^ base from 5’ end pairing of miR164(i), miR166(i), miR168(i), miR482(ii) and miR159(i), respectively (Fig 5). The transcription factor gene, *GRAS* (Solyc08g078800.1) was shown to be cleaved by miR171(i) between 13^th^ and 14^th^ base from 5’ end binding of miRNA. We also attempted to validate the targets of four novel miRNAs, however, the cleavage site at expected position was confirmed only for *MYB-like* transcription factor gene (Solyc03g098260.1), which is the target of Sly_miRNA996. The cleavage site of Sly_miRNA996 on its target lies between 13^th^ and 14^th^ base from 5’ end of miRNA binding which is similar to the cleavage position of target gene (*GRAS*) of miR171(i) (Fig 5).

**Fig 5:**
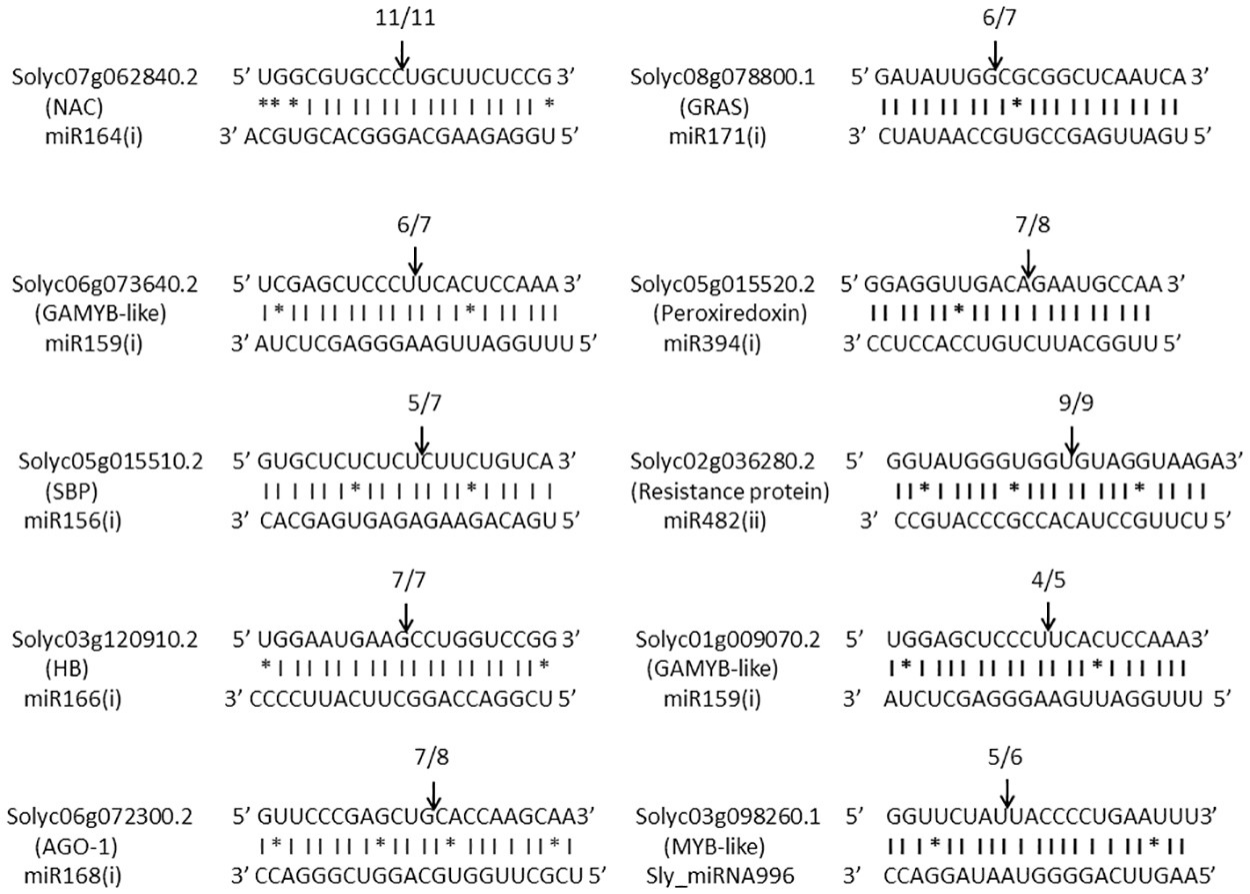
Mapping of amplified cDNA cleaved products obtained from 5’RLM-RACE. Using psRNAtarget Analysis server, conserved miRNAs including, miR164(i), miR171(i), miR159(i), miR394(i), miR156(i), miR482(ii), miR166(i), and miR168(i) were predicted to target genes including *NAC*, *GRAS*, *GAMYB-like*, Peroxiredoxin, *SBP*, Resistance protein, *HB* and *AGO-1*, respectively. A novel miRNA, Sly_miRNA996 was predicted to target *MYB-like* transcription factor gene. The cleaved products were amplified through 5’RLM-RACE, cloned in pGEMT vector and mapped. Cleavage sites are depicted with arrows and number of positive clones obtained out of total clones is mentioned above the arrows.

### Correlation between expression of tomato miRNAs and their target genes based on qRT-PCR analysis

The miRNA targets validated through 5’RLM-RACE, were selected for expression analysis through qRT-PCR. A negative coorelation between miRNAs and their target genes was determined at different stages of disease development during which miRNAs were upregulated and their targets were downregulated. For example, miR164(i) and *NAC* transcription factor gene showed negative correlation at stages 3 and 5. While a negative correlation between miR156(i) and *SBP* was observed at stage 3 only (Fig 6). Interestingly, miR159(i) cleaved two *GAMYB-like* transcription factor genes (*MYB33* and *MYB65*) but a negative correlation was observed with only *MYB33* gene at stage 3. Although, miR159(i) showed inverse correlation with its other target gene, *MYB65* at stage 3, the expression of target gene was higher than miR159(i). Similarly, in the case of miR168(i) and *AGO1*, the expression of target gene was higher than the expression of miRNA at different stages (Fig 6).

**Fig 6:**
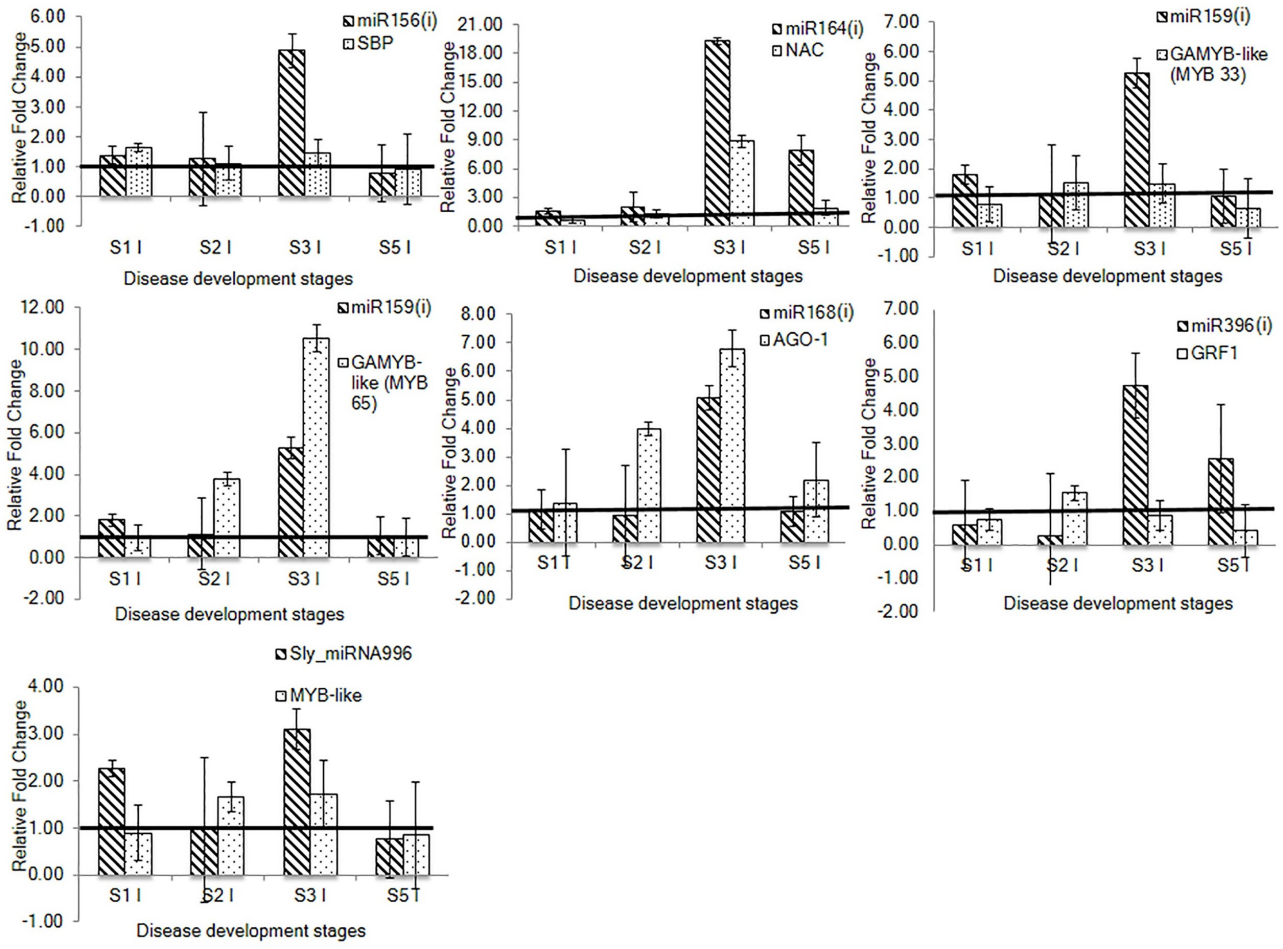
Relative expression analysis of selected conserved and novel tomato miRNAs and their targets through qRT-PCR at four stages of disease development during tomato-RKN susceptible interaction. The correlation in expression profile was deciphered between conserved miRNAs including, miR156(i), miR164(i), miR159(i), miR168(i) and miR396(i) and their target genes, *SBP*, *NAC*, *GAMYB-like* (*MYB33* and *MYB65*), *AGO1* and *GRF1*, respectively. The correlation in expression profile of novel miRNA, Sly_miRNA996 with its target, *MYB-like* transcription factor gene was also determined. For qRT-PCR analysis, two technical replicates for each of three biological replicates were used. Fold change was calculated through delta delta Ct method that represents the change in expression level of miRNA and target gene in the infected sample relative to the uninfected control. The fold change of uninfected sample of each stage was taken as 1 and presented with solid line. The data is presented as the mean of three biological replicates ±standard error of the mean. S1-Stage 1, S2-Stage 2, S3-Stage 3, S5-Stage 5, UI-Uninfected sample, I-Infected sample.

We have also studied the correlation in expression pattern between miR396 and *GRFs* based on previous reports [18–20]. In concordance with previous studies, we observed a negative correlation in the expression profiles of miR396(i) and *GRF1* gene. At later stage (stage 3), miR396(i) was upregulated and *GRF1* was downregulated (Fig 6). Since miR396(i) also targets *GRF4* gene, Zhao et al. [20] showed change in expression of GRF4 during tomato-RKN interaction, therefore we have also looked the expression of *GRF4*, but no significant modulation in its expression was observed. Additionally, a novel Sly_miRNA996 showed negative correlation with its target, *MYB-like* transcription factor gene (an unknown protein of uncharacterised function) at stages 1 and 3 (Fig 6).

### Identification of conserved and novel RKN miRNAs

The genome sequence of RKN was used to identify miRNAs through UEA sRNA workbench version 3.0 [29]. 

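The RKN miRNAs were searched for in the same 10 libraries, without a genome, as exact matches to the mature sequences of S11, S12 and S13 Tables. Reads of the 24 distinct conserved RKN sequences numbered 26313 in the stage 1 infected library, 17044 at stage 3, 39842 at stage 4 and 145098 at stage 5. In the uninfected libraries they numbered 28 at stage 0, 10630 at stage 1, 67 at stage 2, 3 at stage 3, 60 at stage 4 and 88 at stage 5.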

Only 0.76% of small RNA reads were mapped to RKN genome sequence with no mismatches. In total, 328 RKN miRNAs of 21–24 nt length were identified. 

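The supplementary tables list 328 RKN loci with 210 distinct mature sequences, 21 nt long at 58 loci, 22 nt at 101, 23 nt at 114 and 24 nt at 55. At least 3 reads were found for 41 of the distinct sequences in the stage 1 infected library, 51 at stage 3, 71 at stage 4 and 121 at stage 5. These numbers are not at equal depth. The floor of 3 reads was a TPM of 0.0783 in the stage 5 infected library, against 0.125 to 0.159 in the other infected libraries. In the stage 1 uninfected library 38 were found, and in the other uninfected libraries between 3 and 13.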

Further, 24 miRNAs belonging to 14 miRNA families (miR-1, miR-9, miR-34, miR-50, miR-72, miR-92, miR-100, miR-124, miR-252, miR-277, miR-279, miR-7904, let-7 and lin-4) with ≤ 2 mismatches with miRBASE v21 depository were identified. Seven conserved miRNAs belonging to 4 miRNA families (miR-2, miR-57, miR-100 and miR-993) with 3 mismatches and additional 7 miRNAs belonging to 5 miRNA families (miR-39, miR-58, miR-76, miR-86 and miR-184) were identified on the basis of 80% homology with miRBASE v21 depository. Therefore, a total of 38 conserved RKN miRNAs belonging to 22 miRNA families were identified, out of which mature sequences were derived from both the arms of 24 miRNAs (S11 Table). 

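The 38 conserved loci have 24 distinct mature sequences, of which 19 had at least 3 reads in each of the 4 infected libraries. A miRNA* is listed for 23 of the loci. At least 1 miRNA* read was counted for 23 and at least 3 reads for 21. With 1 read as the limit, 22 of the mature sequences were found in each infected library.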

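Of the RKN loci without a match in miRBase, S12 Table lists 106 with both arms (39 distinct mature sequences) and S13 Table lists 184 with a single arm (149 distinct). At least 3 miRNA* reads were counted for 71 of the 106 loci in the 10 libraries. The median was 349 reads of the mature sequence per locus with both arms and 3 per locus with a single arm. In these medians a shared sequence counts at each of its loci. That of min_miRNA6 is listed for 21 loci and that of min_miRNA15 for 18, so 349 is not the read support of a typical distinct sequence.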

Out of remaining 290 miRNAs, mature sequences were derived from both the arms of only 106 miRNAs that were referred as novel miRNAs and rest 184 miRNAs were referred as candidate novel miRNAs (S12 and S13 Tables). 

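With RNAfold, the AMFE of the listed precursors was -37.4 ± 4.11 kcal/mol (mean ± SD) over the 38 conserved RKN loci and -37.7 ± 8.45 over the 106 min_miRNA loci with both arms. The energies listed with these precursors averaged -38.2 and -39.5 kcal/mol. The lowest AMFE among the min_miRNA precursors with both arms was -77.6 kcal/mol and the highest -24.0.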

The average of AFME of conserved miRNAs was -37.38 kcal and of novel miRNAs was -52.21 kcal, suggesting the formation of highly stable secondary stem-loop structure of precursor miRNAs. The characteristic structures of a few novel miRNAs were prepared from Mfold web server (S2B Fig).

### Digital expression profile of conserved and novel RKN miRNAs

The conserved and novel miRNAs with ≥ 10 total reads across all libraries were analyzed. 

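In the infected libraries the mature sequences of 34 conserved loci (22 distinct sequences) and of 100 of the 106 min_miRNA loci with both arms had at least 10 reads. TPM values were computed as for the tomato miRNAs, over the small RNA population of each library, and totals are over the 4 infected libraries. The summed TPM of the conserved RKN sequences was 1096 (1083 to 1109) at stage 1, 824 (812 to 837) at stage 3, 2112 (2091 to 2133) at stage 4 and 3787 (3768 to 3806) at stage 5. In the uninfected libraries it was 566 (556 to 577) at stage 1 and between 0.127 and 4.34 at the other stages. The totals include any such background, and a setting that subtracts the mean TPM of the uninfected libraries was tried.

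**Figure D4:**
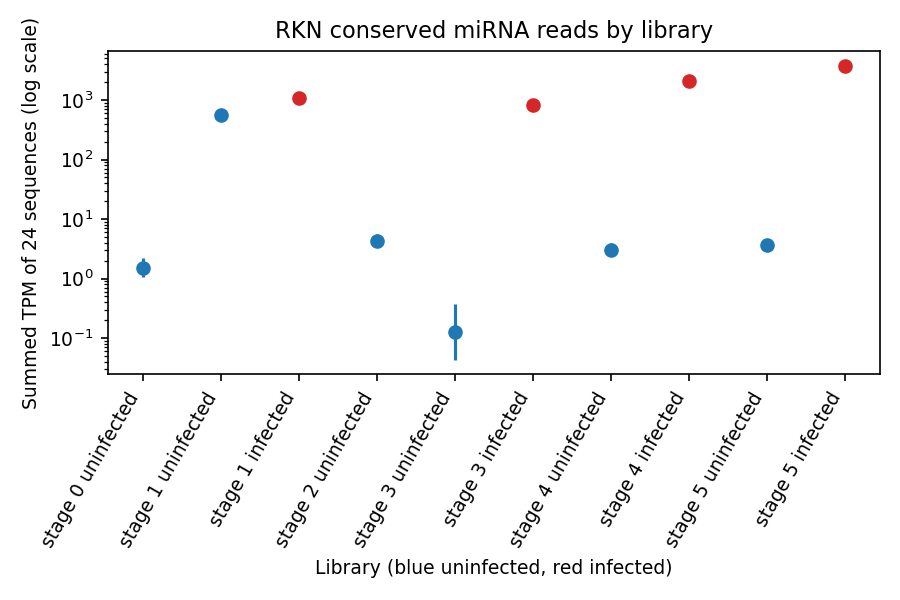
Summed TPM, on a log axis, of the 24 distinct conserved RKN mature sequences in each of the 10 libraries, uninfected in blue and infected in red, with 95% intervals of the counts. The stage 1 uninfected library, at 566, lies above the other uninfected libraries and below each infected library.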

Among conserved miRNAs, miR-100_3 has high level of expression (total TPM value > 3000) followed by miR-92_1 (total TPM value >1000). 

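The total TPM over the 4 infected libraries was 3030 (3008 to 3052) for miR-100_3 and 968 (957 to 980) for miR-92_1. The TPM of miR-100_3 was 825 at stage 1, 429 at stage 3, 995 at stage 4 and 781 at stage 5, and that of miR-92_1 was 99.9, 43.0, 234 and 591 at the same stages. The total of miR-100_3 moved most with the file total as the denominator, to 1997. With isomiRs summed, the total of miR-92_1 was 1065.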

A few miRNAs showed a gradual increase in expression across all five stages of infection with highest expression at stages 4 and 5. These include miR-2_1, miR-57_1, miR-58_1, miR-100_1 and lin-4 (total TPM value 400–800). 

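The TPM of miR-57_1 was 8.75 at stage 1, 50.0 at stage 3, 211 at stage 4 and 546 at stage 5, and that of miR-58_1 was 13.4, 36.4, 119 and 643. For miR-2_1 the values were 8.41, 67.9, 121 and 191. For miR-100_1 they were 63.6, 90.4, 128.5 and 125.8, with overlapping intervals at stages 4 (123 to 134) and 5 (122 to 129). For lin-4 the intervals of stages 1 (31.7 to 36.4) and 3 (34.1 to 39.4) overlapped, and its TPM was 108 at stage 4 and 491 at stage 5.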

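The total TPM was 816 for miR-57_1, 812 for miR-58_1, 670 for lin-4, 408 for miR-100_1 and 389 for miR-2_1. As a share of the reads of all conserved RKN sequences, miR-100_1 was lower at stage 5 than at stage 1, by a log2 change of -0.80.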

The low expression level was observed for miR-9_1, miR-39_1, miR-72_1, miR-86_1, miR-124_2, miR-184_1, miR-993_1 and miR-7904_1 (total TPM value < 100) in all the stages of infection (S14 Table).

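The total TPM over the infected libraries was 71.3 for miR-7904_1, 40.7 for miR-993_1, 37.1 for miR-9_1, 31.1 for miR-86_1, 13.3 for miR-124_2, 13.1 for miR-72_1, 8.28 for miR-184_1 and 6.71 for miR-39_1. Of the 24 distinct conserved sequences, 14 had a total under 100.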

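The min_miRNAs are the RKN miRNAs without a match in miRBase. The median total TPM over the infected libraries was 1.86 for the 39 distinct min_miRNA sequences with both arms and 56.0 for the 24 conserved RKN sequences. Of the 39 min_miRNA sequences, 37 had a higher TPM at stage 5 than at stage 1, as did 22 of the 24 conserved sequences.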

The expression pattern of novel miRNAs was similar to conserved miRNAs, but the level of expression was low (S15 Table). Among novel miRNAs, min_miRNA15 has a high level of expression (total TPM > 700) followed by min_miRNA160 (total TPM > 500). 

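The total TPM was 569 (559 to 578) for min_miRNA15 and 511 (503 to 519) for min_miRNA160 over the infected libraries. The mean TPM of min_miRNA15 in the uninfected libraries was 88.9% of its mean in the infected ones, and with the uninfected mean subtracted its total was 63.1. With the uninfected library of the same stage subtracted, a setting chosen after seeing the data, it was 104.6. With these subtractions, the total of min_miRNA160 was 506 and 502.9.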

Whereas a low level of expression was observed for min_miRNA6, min_miRNA105, min_miRNA128, min_miRNA206, min_miRNA306 and min_miRNA312 (total TPM value < 80).

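The total TPM was 62.9 for min_miRNA6, 49.7 for min_miRNA206, 43.3 for min_miRNA105, 39.1 for min_miRNA306, 37.7 for min_miRNA128 and 17.8 for min_miRNA312. The mean TPM of min_miRNA6 in the uninfected libraries was 116% of its mean in the infected libraries.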

### Conservation of RKN miRNAs

The extent of conservation of miRNAs was investigated among a plant parasitic nematode (*M*. *incognita*), two free-living nematodes (*Caenorhabditis elegans* and *Panagrellus redivivus*), an animal parasitic nematode (*Ascaris suum*) and a human parasitic nematode (*Brugia malayi*) (S16 Table). The mature sequences of conserved miRNAs identified in our study were compared to the conserved miRNA sequences of these nematodes retrieved from miRBASE v21 depository. The conservation was studied on the basis of miRNAs with same seed sequences (2–7 nt from 5’ end of miRNA) and at least 80% homology within the mature sequence (21–24 nt). Out of 23 unique conserved RKN miRNAs identified in this study, 7 were conserved in *C*. *elegans*, 17 in *P*. *redivivus*, 12 in *B*. *malayi* and 19 in *A*. *suum*. Interestingly, 6 miRNAs (miR-34_1, miR-50_1, miR-72_1, miR-124_2, miR-252_1 and let-7) were conserved across all the nematode species investigated in this study. Further, miR-2_1, miR-57_1, miR-92_1, miR-124_1, miR-184_1 and miR-279_1 were identified in the genomes of parasitic nematodes (*M*. *incognita*, *A*. *summ*, and *B*. *malayi)* only. A few RKN miRNAs including miR-39_1, miR-58_1, miR-277_1 and miR-7904_1 were conserved in *P*. *redivivus* however, absent from *A*. *summ* and *B*. *malayi*. Also, a few *M*. *incognita* miRNAs including miR-9_1, miR-86_1 and miR-100_1 were conserved in *P*. *redivivus* and parasitic nematodes, but absent from *C*. *elegans*.

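In the infected libraries the mature sequence of miR-34_1 had 29 reads and was detected in 1 library, that of miR-124_1 had 5 reads and was detected in 1, and that of miR-1_1 had 2 reads and was detected in none. The listed miRNA* sequences had 946 reads for miR-1_1 and 176 for miR-124_1 in the same libraries.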

The conserved miRNAs, miR-1_1, miR-34_1 and miR-124_1 identified as RKN miRNAs in our study have not been reported previously. Moreover, among these, miR-124_1 was conserved in only the genome of *A*. *suum* (S4A Fig). Three additional conserved miRNAs (miR-71, miR-81, miR-228) were identified when mapped on *C*. *elegans* genome [48] with no mismatches. All three miRNAs also showed homology with known miRNAs in other nematode species (S4B Fig). However, these miRNA sequences could not be mapped on the available RKN genome database, even if the stringency was reduced to 80% homology within the mature sequence.

### Prediction of conserved RKN miRNA targets and GO analysis

In mammals, miRNAs guide the post-transcriptional gene silencing of mRNAs by complementary base-pairing at 3’ untranslated region (3’ UTR). We predicted the targets of conserved RKN miRNAs using available 3’ UTR sequences of RKN genes based on strict seed sequence complementarity criteria. A total of 4886 targets of conserved miRNAs were predicted (S17 Table), of which a few were predicted to target several effectors. For example, the predicted targets of miR-7904_1 were chorismate mutase, 14-3-3 peptide, cysteine peptidase, glycoside hydrolase and C-type lectin. Also, miR-72_1 was predicted to target nematode fatty acid retinoid binding protein (*far*) and thioredoxin-like protein. Interestingly, many miRNAs were predicted to target the same effector gene such as miR-50_1 and miR-252_1 target glutathione-S-transferase; while miR-86_1 and miR-252_1 target transthyretin-like protein. A few miRNAs were also predicted to target unknown secretory proteins (for example, miR-58_1 targets Minc03950, miR-9_1 targets Minc09978, and miR-7904_1 targets Minc01625, Minc07307 and Minc08734). Also, miRNAs were predicted to target other RKN genes for example, miR-7904_1 targets peptidases, tubulin, nematode cuticle collagen and UDP-glucuronosyl transferase. Interestingly, miR-58_1 was predicted to target FMRFamide-like peptide (*flp*) specifically.

We have also looked the expression profiles of RKN miRNA target genes, which were obtained from mRNA-seq data of the same set of disease development stages from which small RNA data was generated in our lab [35]. 

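For the RKN miRNAs, the change from stage 1 was computed as the log2 ratio of TPM plus 1 between infected libraries. By stage 5, 12 of the 24 conserved sequences had risen by more than 1 log2 unit and 1 had fallen by more than 1. With a pseudocount of 0.1 in place of 1, the alternative that moved this count most, 16 had risen.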

The correlation between digital expression profiles of miRNAs and their targets was studied by calculating log_2_ fold change at different stages relative to stage 1 during susceptible response. A few miRNAs showed a negative correlation with their targets at various stages, in which miRNAs were upregulated (S14 Table) and their targets were downregulated (S5 Fig). 

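Among the RKN sequences with at least 100 reads in the infected libraries, the largest rises by stage 5 were those of min_miRNA259 (7.71), let-7 (5.87), miR-57_1 (5.81), miR-76_1 (5.74) and miR-58_1 (5.49). The lowest values were those of miR-124_2 (-1.31), min_miRNA214 (-1.20), miR-100_3 (-0.08), min_miRNA6 (-0.03) and miR-184_1 (0.22), and the intervals of min_miRNA6 (-0.20 to 0.14) and miR-184_1 (-0.12 to 0.56) held 0. The target transcripts were measured by mRNA sequencing, which was not analysed here. Where a miRNA rose and its predicted target fell at a stage, the paper describes a negative correlation between them.

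**Figure D5:**
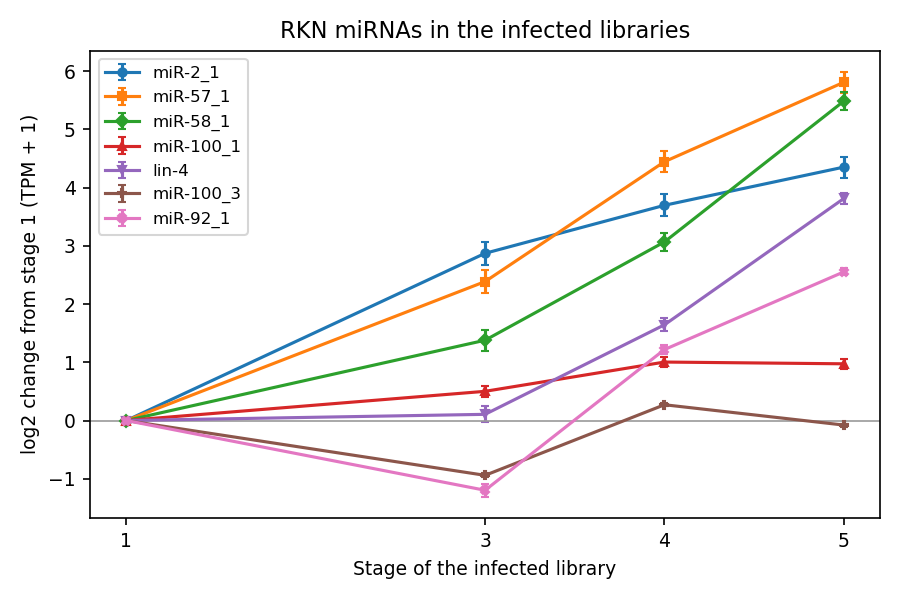
The log2 change of TPM plus 1 from the stage 1 infected library, by stage of the infected library, for the RKN miRNAs with the highest totals and those the paper lists as increasing, with 95% intervals of the counts. At stage 5, miR-57_1 and miR-58_1 lie above 5 and miR-100_3 lies at -0.08.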

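Relative to the stage 1 infected library, miR-58_1 had risen by 3.07 (2.91 to 3.23) log2 units at stage 4. As a share of the reads of all conserved RKN sequences its rise was 2.21 at stage 4 and 3.80 at stage 5.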

For example, miR-58_1 showed a negative correlation with FMRFamide-like peptide (*flp*) and an unknown secretory protein at stages 4 and 5. Also, a negative correlation between miR-7904_1 and two C-type lectin genes was observed at stages 3, 4 and 5. 

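The log2 change of miR-7904_1 from stage 1 was 2.51 (2.18 to 2.84) at stage 3, 2.96 (2.63 to 3.28) at stage 4 and 4.30 (4.00 to 4.59) at stage 5.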

Further, miR-279_1 and miR-9_1 showed a negative correlation with sulphate anion transporter and tropomyosin, respectively at stage 5. 

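At stage 5 the log2 change from stage 1 was 4.02 (3.77 to 4.27) for miR-279_1 and 3.59 (3.29 to 3.90) for miR-9_1. At stages 3 and 4 miR-279_1 had risen by 2.25 and 3.07, and miR-9_1 by 1.41 and 2.63.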

Additionally, GO enrichment analysis was performed to understand the distribution of predicted miRNA targets under different GO terms across 19,212 protein coding genes of RKN. The results showed 46 enriched GO terms with Bonferroni corrected P-value < 0.05 (Table 2). The majority of enriched terms belong to biological processes like embryo development, nematode larval development, reproduction, growth, determination of adult span, and locomotion. Many miRNAs were found to target genes that are involved in same biological process (Table 2). For example, let-7, lin-4 and miR-92_1 target Minc04127, Minc06476 and Minc02857 genes, respectively, which are associated with embryo development (GO:0009792) process. Among these genes, Minc04127 is specifically involved in embryo development, whereas Minc06476 is involved in embryo development, nematode larval development, reproduction and growth.

**Table 2:** GO enrichment analysis of RKN miRNA targets performed with GeneMerge v1.4.

GO_ID	Pop_frac	Study_frac	Bonf_Cor_P value	Description	GO_domain
GO:0009792	2201/19212	254/1323	9.65E-15	embryo development ending in birth or egg hatching	biological_process
GO:0002119	1586/19212	196/1323	1.13E-13	nematode larval development	biological_process
GO:0000003	1625/19212	186/1323	1.14E-09	reproduction	biological_process
GO:0005861	20/19212	14/1323	1.18E-09	troponin complex	cellular_component
GO:0000166	463/19212	75/1323	2.60E-09	nucleotide binding	molecular_function
GO:0008340	681/19212	95/1323	2.40E-08	determination of adult lifespan	biological_process
GO:0040007	1298/19212	151/1323	6.15E-08	growth	biological_process
GO:0006457	81/19212	24/1323	4.80E-07	protein folding	biological_process
GO:0051015	39/19212	16/1323	1.73E-06	actin filament binding	molecular_function
GO:0008289	29/19212	13/1323	1.58E-05	lipid binding	molecular_function
GO:0005515	1719/19212	176/1323	3.08E-05	protein binding	molecular_function
GO:0040011	1003/19212	115/1323	3.11E-05	locomotion	biological_process
GO:0040035	643/19212	82/1323	3.71E-05	hermaphrodite genitalia development	biological_process
GO:0007155	36/19212	14/1323	4.06E-05	cell adhesion	biological_process
GO:0005525	179/19212	34/1323	4.97E-05	GTP binding	molecular_function
GO:0005524	802/19212	96/1323	5.92E-05	ATP binding	molecular_function
GO:0051082	44/19212	15/1323	0.000105313	unfolded protein binding	molecular_function
GO:0006937	19/19212	10/1323	0.000107934	regulation of muscle contraction	biological_process
GO:0007626	16/19212	9/1323	0.000222971	locomotory behavior	biological_process
GO:0006096	16/19212	9/1323	0.000222971	glycolytic process	biological_process
GO:0006397	30/19212	12/1323	0.000261304	mRNA processing	biological_process
GO:0003723	208/19212	35/1323	0.000680986	RNA binding	molecular_function
GO:0007264	85/19212	20/1323	0.00083496	small GTPase mediated signal transduction	biological_process
GO:0032324	5/19212	5/1323	0.001376255	molybdopterin cofactor biosynthetic process	biological_process
GO:0005200	24/19212	10/1323	0.001665741	structural constituent of cytoskeleton	molecular_function
GO:0042302	120/19212	24/1323	0.001677579	structural constituent of cuticle	molecular_function
GO:0016020	573/19212	70/1323	0.001785218	membrane	cellular_component
GO:0003774	20/19212	9/1323	0.002542324	motor activity	molecular_function
GO:0016459	20/19212	9/1323	0.002542324	myosin complex	cellular_component
GO:0004553	55/19212	15/1323	0.002654259	hydrolase activity, hydrolyzing O-glycosyl compounds	molecular_function

The 30 out of 46 enriched GO terms under three GO domains (biological Process, cellular component and molecular function) with Bonferroni corrected P-value < 0.05 are shown in table. Pop_frac describes the number of protein coding genes in the genome and study_frac describes the number of miRNA target genes in the present study with different GO terms.

## Discussion

This study reports genome-wide identification and characterization of miRNAs of both tomato and RKN from RKN-infected susceptible tomato roots at five stages of disease development under soil-grown conditions. The differential expression of miRNAs based on digital expression profiling suggests their potential role during susceptible interaction. 

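The infected library was set against the uninfected library of the same stage at stages 1, 3, 4 and 5, as the log2 ratio of TPM plus 1, for the 203 distinct tomato mature sequences with at least 10 reads over the 10 libraries. At all 4 stages 78 sequences were higher in the infected library and 2 were lower, and for 24 the interval lay above 0 at every stage. The stage 1 comparison rests on an uninfected library that also held reads of RKN miRNAs. Without stage 1, a setting chosen after seeing the data in which the numbers can only be larger, 100 were higher and 11 lower at the other 3 stages. The median log2 ratio was 0.13 at stage 1, 0.20 at stage 3, 0.28 at stage 4 and 0.41 at stage 5. The scaling of the libraries moved these results most. With median-of-ratios size factors over 26 conserved sequences, the medians were -0.05, 0.01, 0.04 and 0.13, and 31 sequences were higher and 24 lower at all stages. Relative to the other conserved sequences in this way, the mean log2 ratio was 1.87 for miR164(i), 1.48 for variant_miR319(i), 0.95 for miR166(i) and 0.92 for miR319(i). Without this scaling, the mean was 2.71 (2.57 to 2.84) for miR164(i), 2.17 (1.99 to 2.35) for variant_miR319(i), 1.90 for miR166(i) and 1.87 (1.83 to 1.90) for miR319(i). With the median-of-ratios factors variant_miR319(i) and miR319(i) were lower in the infected library at stage 1, at -0.54 and -0.23, and higher at the other stages. Sly_miRNA5031 was lower in the infected library at all 4 stages under either scaling, with a mean of -0.37 (-0.57 to -0.18) without it and stage values from -1.24 to -0.71 with it. From the differential expression of miRNAs in the digital profiles, the paper proposes a role for them in the susceptible interaction.

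**Figure D6:**
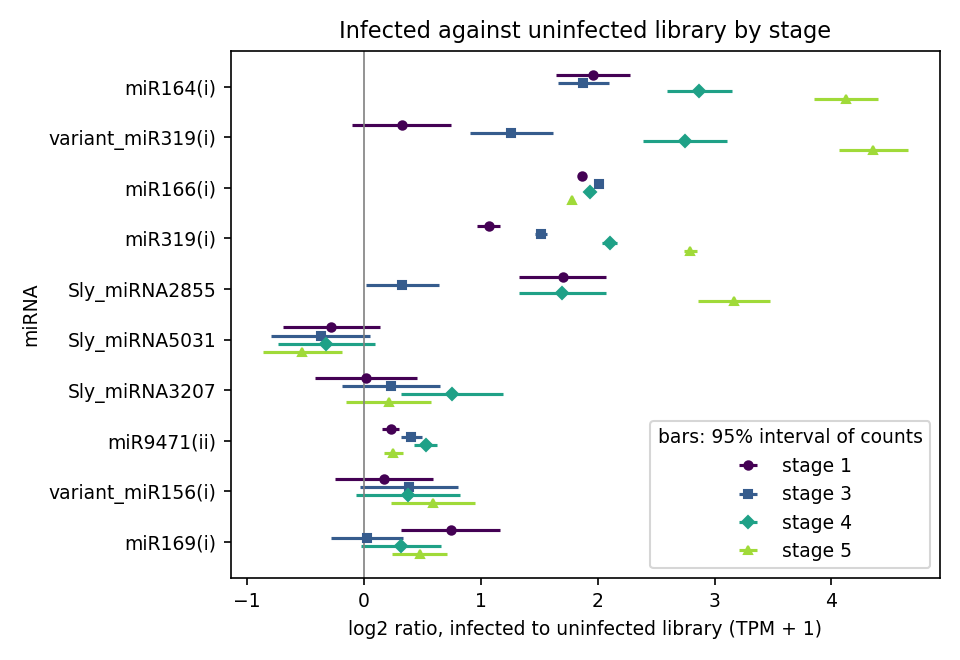
The log2 ratio of TPM plus 1 of the infected to the uninfected library at stages 1, 3, 4 and 5, before median-of-ratios scaling. Shown are the sequences with the largest (top 5) and smallest (bottom 5) mean ratios. They were taken among sequences with at least 100 reads and on the same side of 0 at every stage. Bars are 95% intervals of the counts. With median-of-ratios scaling, the mean ratios of miR9471(ii), Sly_miRNA3207 and variant_miR156(i) fall below 0, as do single stages of miR169(i), Sly_miRNA2855, variant_miR319(i) and miR319(i). Sly_miRNA3207 at stage 1 falls below 0 with the file total as the denominator, and miR169(i) at stage 3 with TMM factors.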

Further, qRT-PCR results revealed that majority of tomato miRNAs were significantly upregulated at stage 3 (feeding J2s and J3s/ expansion of feeding sites). However, some of the conserved miRNAs including miR393(i), miR482(i), miR1446(i) and variant of miR156(i) and 4 novel miRNAs including Sly_miRNA667, Sly_miRNA996, Sly_miRNA1987 and Sly_miRNA2712 were also upregulated at stage 1 (invasion of J2s/ initiation of feeding sites). A few miRNAs such as miR164(i), miR319(iv) and miR1446(i) were significantly upregulated at stages 3 and 5 (J4s and females/ maintenance of feeding sites). However, miR319(iv) was significantly downregulated at stage 2 (parasitic J2s/ formation of feeding sites). Interestingly, in contrast to susceptible response, most of the miRNAs were downregulated during resistance response. The up- and down-regulation of distinct miRNAs at different stages suggest their likely role during RKN parasitism in tomato. Our report is supported by earlier studies that demonstrated the differential expression of miRNAs during plant-nematode interactions [17–20,42]. In our study, the role of both tomato and RKN miRNAs in plant-nematode interaction was investigated by identifying miRNA targets followed by their GO analysis. Among the validated tomato miRNA targets, *SBP*, *NAC*, *GAMYB-like*, *HB* and *GRAS* transcription factors, targets of conserved miRNAs, miR156(i), miR164(i), miR159(i), miR166(i) and miR171(i), respectively were enriched under GO term, transcription factor activity. Also, *MYB-like* transcription factor validated as target of novel miRNA, Sly_miRNA996, was enriched under GO term, cellular process. Furthermore, the correlation in expression profiles of tomato and RKN miRNAs with their targets was determined and discussed below.

### Tomato miRNAs involved in development of feeding cells in RKN-infected tomato roots during susceptible response

*NAC* transcription factors are known to positively regulate developmental processes such as shoot apical meristem formation, leaf and seed development and abiotic and biotic stress responses [49]. We confirmed through 5’RLM-RACE that tomato miR164(i) targets a *GOB*-like gene that encodes *NAC-*domain transcription factor. Also, miR164(i) showed a negative correlation in expression pattern with *NAC* at stages 3 and 5 based on qRT-PCR during which miR164(i) was upregulated and *NAC* was downregulated (not reported previously in tomato-RKN interaction). Earlier report has shown that miR164 mediated regulation of NAC transcription factors is required for formation of lateral organ boundaries at apical meristem and in developing compound leaves in tomato [50]. Therefore, it can be suggested that differential regulation of miR164(i) and its target, *GOB*-like gene (*NAC*-domain transcription factor) may be involved in tomato-RKN susceptible interactions.

In plants, miR156 family has several members that target different members of *SPL*/*SBP* gene family and thereby modulate plant development, including, vegetative phase transition and embryo patterning. In tomato, out of 15 *SBP* genes, 10 possess binding sites for miR156 and miR157 [51–53]. In our study, we have validated *SBP* transcription factor gene as a target of miR156 through 5’RLM-RACE. We also observed a negative correlation in the expression patterns of miR156(i) and *SBP* at stage 3 based on qRT-PCR, in which miR156(i) was upregulated and *SBP* was downregulated. Although, Zhao et al. [20] also reported an inverse correlation in expression profiles of miR156 and *SBP*, we report a negative correlation in expression between different member of miR156 and *SBP* family. This suggests that several members of miR156 family may be involved in the regulation of different members of *SPL*/*SBP* gene family during RKN pathogenesis in tomato.

By negatively regulating the expression of *GRF'*s and cell cycle genes, miR396 limits the mitotic cell division and cell proliferation during plant growth has been implicated in previous study [54]. It has also been reported that miR396/*GRFs* regulation is required for appropriate formation and maintenance of syncytium in *Arabidopsis* roots [19]. Recently, a similar result has been reported during RKN invasion in tomato roots [20]. Furthermore, as with previous report, we also observed upregulation of miR396(i) and downregulation of *GRF1* transcription factor gene during later stage 3 based on qRT-PCR. Taken together it can be concluded that the coordinated regulation of miR396 and *GRFs* plays a role in formation and maintenance of both syncytium and giant cells in nematode infected roots.

In our study, miR159(i) and miR319(iv) were upregulated in response to RKN infection based on qRT-PCR data. Furthermore, both miR159(i) and miR319(iv) were predicted to target *GAMYB-like* gene, *MYB33*. However, sequence analysis of cloned products of 5’ RLM-RACE confirmed that only miR159(i) mediates cleavage of *GAMYB-like* gene, *MYB33* in tomato roots during RKN infection and exhibited a negative correlation in expression profile at stage 3 based on qRT-PCR. A similar result has been reported previously, in which negative correlation was observed between the expression of miR159 and *MYB* transcription factor gene in RKN-infected tomato roots [20]. High expression of miR159 in vegetative tissues represses the expression of *GAMYB-like* genes to allow cell proliferation and proper plant growth and development [55,56]. The observed downregulation of *GAMYB-like* gene and upregulation of miR159(i) during tomato-RKN interaction might be required for the development of giant cells. Additionally, our study has also confirmed through 5’RLM-RACE that miR159(i) targets another *GAMYB-like*, gene *MYB65*. However, inverse correlation between miR159(i) and *GAMYB-like*, gene *MYB65* was demonstrated at stage 3 through qRT-PCR, during which the expression of *GAMYB-like* gene was higher than that of miR159(i). A similar expression profile was also observed for miR168(i) and its target *AGO1* at different stages. It is likely that these miRNAs do not regulate the expression of their respective targets in the infected tomato roots.

In our study, miR169(v) was significantly upregulated at early stages (stage 1 and 2) and late stage (stage 5) based on qRT-PCR. The highest expression was observed during stage 1 followed by stage 2. Previously, however, another member of miR169 was upregulated only at 7dpi root during *Arabidopsis*-cyst nematode infection [18]. Our study also showed that miR169(v) was downregulated at stage 2 during resistance response in contrast to susceptible response. Similarly, during soybean-cyst nematode interaction, the expression of miR169 was upregulated during susceptible response and downregulated during resistance response [42]. Known targets of miR169 are *NF* transcription factors that regulate various abiotic stress responsive genes [57]. In recent study, a different member of miR169 family was shown to be downregulated and *NF* transcription factor gene was upregulated at early stage of infection during *Arabidopsis*-RKN interaction [17]. Our results together with previous reports suggest that members of miR169 family are likely to play a role during nematode pathogenesis.

#### Characterization of a novel tomato miRNA

We identified a novel miRNA, Sly_miRNA996 that was differentially expressed at different stages of disease development. Interestingly, Sly_miRNA996 showed a negative correlation in expression with its target *MYB-like* transcription factor gene (an uncharacterized protein) at stages 1 and 3 based on qRT-PCR. The *MYB* transcription factor is a large gene family in plants involved in various processes like development, differentiation, metabolism, hormone signaling, defense, abiotic and biotic stress responses [58]. It is likely that Sly_miRNA996 by regulating *MYB-like* transcription factor plays a role during tomato-RKN interaction.

### Identification and characterization of RKN miRNAs

We identified 328 RKN miRNAs (21–24 nt length) from the same small RNAseq dataset based on the RKN genome as a reference [59]. In total, 38 conserved miRNAs, 106 novel miRNAs and 184 candidate novel miRNAs of RKN were identified. The digital expression profile of these miRNAs showed differential expression across five disease development stages suggesting their probable role during nematode parasitism. For example, conserved miRNAs including miR-100_3, miR-58_1 and lin-4 showed a notable differential expression at different stages in concordance to the previous studies [25–27]. The target prediction of RKN miRNAs provided limited data due to the lack of 3’UTRs annotation of some RKN genes. Nonetheless, the target prediction data revealed that each miRNA target many genes. For example, differentially expressed miRNAs, lin-4 and miR-100_3, target several genes involved in nucleic acid binding, protein binding, locomotion, growth, embryo development, reproduction and determination of adult lifespan. Furthermore, a differentially expressed miR-58_1 also predicted to target genes involved in gonad development, ATP binding, reproduction, embryo development, nematode larval development and determination of adult lifespan. Moreover, a previous study reported that mutants of *C*. *elegans* with deleted miR-58 family members showed abnormalities in body size, locomotion, egg laying and inability to form dauer larva [60]. Recently, FLPs (*flp* 18 and *flp* 11) were reported as specific targets of miR-58 in *C*. *elegans* [61]. In our study, FLPs were also predicted as targets of miR-58_1 and a significant negative correlation in expression between miR-58_1 and FLP was observed at stages 4 and 5 during susceptible response. FLPs are the largest family of neuropeptides in invertebrates that are responsible for nerve and muscle activity and are regulators of feeding behavior, locomotion, sensory modulation, energy balance and reproduction [62]. It is likely that miR-58_1 regulated FLPs might be playing a role during susceptible tomato-RKN interaction.

In conclusion, our comprehensive study reports the genome-wide identification and characterization of miRNAs simultaneously from both tomato and RKN during five stages of disease progression and development of parasitic nematode in RKN-infected tomato roots under soil grown conditions. In tomato, differential expression of miRNAs demonstrated through qRT-PCR in both susceptible and resistance responses indicate that host miRNAs play an important role during plant-nematode interactions. The predicted and validated targets of majority of the miRNAs were transcription factors that may be involved in regulating the genes required for giant cell development. Furthermore, negative correlation between expression levels of selected conserved and novel miRNAs and their targets was demonstrated through qRT-PCR. Additionally, differential expression of RKN miRNAs, their predicted targets and GO enrichment analysis suggest that RKN miRNAs are likely to be regulating key genes involved in nematode parasitism. Moreover, this study has identified a few novel and conserved miRNAs of both tomato [e.g., Sly_miRNA996 and miR169(v)] and RKN (e.g., miR-58_1 and miR-100_3) and their targets that can be further functionally characterized to get better insights into plant-nematode interaction. Finally, this study and previous studies strongly support for a wide range of roles of plant miRNAs during disease progression [16,17] and of RKN miRNAs in its development and parasitism during plant-nematode interactions [26]. In this context, the mobility of RNA molecules between different hosts and parasites is important, as reported in a recent review article [63]. It is likely that future work on miRNAs from both plants and parasitic nematodes would reveal their role in the regulation of each other genes (i.e., cross-talk) involved in plant defense and nematode parasitism.

## Supporting information

S1 Fig Length distribution of putative small RNA sequences obtained from all the libraries of susceptible (tomato-RKN) interaction investigated in this study. (TIF) Click here for additional data file.

S2 Fig Predicted secondary structure of precursors of novel miRNAs. **(A)** Tomato miRNAs and **(B)** RKN miRNAs prepared through Mfold web server.
(TIF) Click here for additional data file.

S3 Fig Genomic locus distribution of predicted miRNA precursors of tomato miRNAs. (TIF) Click here for additional data file.

S4 Fig Sequence alignment of RKN miRNAs identified in our study with conserved miRNAs of other nematode species present in miRBASE v21 depository. (**A)** Sequence alignment of three RKN miRNAs (identified in our study but not reported previously) was done on the basis of same seed sequence and 80% homology within the mature miRNA sequence (21-24nt). (**B)** Sequence alignment of additional three miRNAs identified from our sequencing data when mapped on *C*. *elegans* genome with no mismatches. The nucleotides highlighted in black are same. miR- miRNA sequences of RKN identified from our sequencing data. min-miR—miRNA sequences of RKN identified by Zhang et al. 2016. MI-miR—miRNA sequences of RKN identified by Subramanian et al. 2016. cel-miR–*C*. *elegans*, prd-miR–*P*. *redivivus*, asu-miR–*A*. *suum*, bma-miR–*B*. *malayi* miRNA sequences.
(TIF) Click here for additional data file.

S5 Fig A negative correlation between the digital expression profile (log_2_ fold change) of RKN miRNAs and their targets at different disease development stages relative to stage 1 is depicted in bar graph. (TIF) Click here for additional data file.

S1 Table Details of primers used in qRT-PCR and 5'RLM-RACE. (XLS) Click here for additional data file.

S2 Table The miRCat summary of conserved tomato miRNAs identified during tomato-RKN interaction. (XLS) Click here for additional data file.

S3 Table The miRCat summary of novel tomato miRNAs identified during tomato-RKN interaction. (XLS) Click here for additional data file.

S4 Table The miRCat summary of candidate novel tomato miRNAs identified during tomato-RKN interaction. (XLS) Click here for additional data file.

S5 Table Digital expression profile of conserved tomato miRNAs at five disease development stages during tomato-RKN interaction. (XLS) Click here for additional data file.

S6 Table Digital expression profile of novel tomato miRNAs at five disease development stages during tomato-RKN interaction. (XLS) Click here for additional data file.

S7 Table Digital expression profile of candidate novel tomato miRNAs at five disease development stages during tomato-RKN interaction. (XLS) Click here for additional data file.

S8 Table Target prediction of conserved tomato miRNAs through psRNAtarget analysis server. (XLS) Click here for additional data file.

S9 Table Target prediction of novel tomato miRNAs through psRNAtarget analysis server. (XLS) Click here for additional data file.

S10 Table Gene ontology (GO) of predicted targets of conserved and novel tomato miRNAs. (XLS) Click here for additional data file.

S11 Table The miRCat miRNA summary of conserved RKN miRNAs identified during tomato-RKN interaction. (XLS) Click here for additional data file.

S12 Table The miRCat miRNA summary of novel RKN miRNAs identified during tomato-RKN interaction. (XLS) Click here for additional data file.

S13 Table The miRCat miRNA summary of candidate novel RKN miRNAs identified during tomato-RKN interaction. (XLS) Click here for additional data file.

S14 Table Digital expression profile of conserved RKN miRNAs at five disease development stages during tomato-RKN interaction. (XLS) Click here for additional data file.

S15 Table Digital expression profile of novel RKN miRNAs at five disease development stages during tomato-RKN interaction. (XLS) Click here for additional data file.

S16 Table Conservation of RKN miRNAs in free-living and animal parasitic nematodes. (DOC) Click here for additional data file.

S17 Table Predicted targets of conserved RKN miRNAs. (XLS) Click here for additional data file.

## References

[1] TrudgillDL, BlokVC. Apomictic, polyphagous root-knot nematodes: exceptionally successful and damaging biotrophic root pathogens. Annu Rev Phytopathol. 2001; 39:53–77. 10.1146/annurev.phyto.39.1.53 11701859

[2] Castagnone-SerenoP, DanchinEG, Perfus-BarbeochL, AbadP. Diversity and evolution of root-knot nematodes, genus *Meloidogyne*: new insights from the genomic era. Annu Rev Phytopathol. 2013; 51:203–20. 10.1146/annurev-phyto-082712-102300 23682915

[3] WilliamsonVM, HusseyRS. Nematode pathogenesis and resistance in plants. Plant Cell. 1996; 8:1735–1745. 10.1105/tpc.8.10.1735 8914324PMC161311

[4] EscobarC, BarcalaM, CabreraJ, FenollC. Overview of Root-Knot Nematodes and Giant Cells In: EscobarC, FenollC, editors. Advances in Botanical Research. Amsterdam: Elsevier; 2015 pp. 76:1–32.

[5] HeweziT, BaumTJ. Manipulation of plant cells by cyst and root-knot nematode effectors. Mol Plant-Microbe Interact. 2013; 26:9–16. 10.1094/MPMI-05-12-0106-FI 22809272

[6] KyndtT, VieiraP, GheysenG, de Almeida-EnglerJ. Nematode feeding sites: unique organs in plant roots. Planta. 2013; 238:807–18. 10.1007/s00425-013-1923-z 23824525

[7] QuentinM, AbadP, FaveryB. Plant parasitic nematode effectors target host defense and nuclear functions to establish feeding cells. Front Plant Sci. 2013; 4:53 10.3389/fpls.2013.00053 23493679PMC3595553

[8] ShuklaN, KaurP, KumarA. Molecular aspects of plant-nematode interactions. Ind J Plant Physiol. 2016; 21:477–488.

[9] CaillaudMC, DubreuilG, QuentinM, Perfus-BarbeochL, LecomteP, EnglerJDA, et al Root-knot nematodes manipulate plant cell functions during a compatible interaction. J Plant Physiol. 2008; 165:104–13. 10.1016/j.jplph.2007.05.007 17681399

[10] BarcalaM, GarcíaA, CabreraJ, CassonS, LindseyK, FaveryB, et al Early transcriptomic events in microdissected *Arabidopsis* nematode-induced giant cells. Plant J. 2010; 61:698–712. 10.1111/j.1365-313X.2009.04098.x 20003167

[11] PortilloM, CabreraJ, LindseyK, ToppingJ, AndrésMF, EmiliozziM, et al Distinct and conserved transcriptomic changes during nematode-induced giant cell development in tomato compared with *Arabidopsis*: a functional role for gene repression. New Phytol. 2013; 197:1276–1290. 10.1111/nph.12121 23373862

[12] Jones-RhoadesMW, BartelDP, BartelB. MicroRNAs and their regulatory roles in plants. Annu Rev Plant Biol. 2006; 57:19–53. 10.1146/annurev.arplant.57.032905.105218 16669754

[13] ChenX. Small RNAs and their roles in plant development. Annu Rev Cell Dev Biol. 2009; 35:21–44.10.1146/annurev.cellbio.042308.113417PMC513572619575669

[14] Katiyar-AgarwalS, JinH. Role of small RNAs in host-microbe interactions. Annu Rev Phytopathol. 2010; 48:225–246. 10.1146/annurev-phyto-073009-114457 20687832PMC3752435

[15] SunkarR, LiYF, JagadeeswaranG. Functions of microRNAs in plant stress responses. Trends Plant Sci. 2012; 17:196–203. 10.1016/j.tplants.2012.01.010 22365280

[16] HeweziT, BaumTJ. Gene silencing in nematode feeding sites In: EscobarC, FenollC, editors. Advances in Botanical Research. Amsterdam: Elsevier; 2015 pp. 76:221–239.

[17] CabreraJ, BarcalaM, GarcíaA, Rio-MachínA, MedinaC, Jaubert-PossamaiS, et al Differentially expressed small RNAs in Arabidopsis galls formed by *Meloidogyne javanica*: a functional role for miR390 and its TAS3-derived tasiRNAs. New Phytol. 2016; 209:1625–1640. 10.1111/nph.13735 26542733

[18] HeweziT, HoweP, MaierTR, BaumTJ. *Arabidopsis* small RNAs and their targets during cyst nematode parasitism. Mol Plant-Microbe Interact. 2008; 21:1622–1634. 10.1094/MPMI-21-12-1622 18986258

[19] HeweziT, MaierTR, NettletonD, BaumTJ. The Arabidopsis MicroRNA396-*GRF1*/*GRF3* Regulatory Module Acts as a Developmental Regulator in the Reprogramming of Root Cells during Cyst Nematode Infection. Plant Physiol. 2012; 159:321–335. 10.1104/pp.112.193649 22419826PMC3375968

[20] ZhaoW, LiZ, FanJ, HuC, YangR, QiX, et al Identification of jasmonic acid-associated microRNAs and characterization of the regulatory roles of the miR319/TCP4 module under root-knot nematode stress in tomato. J Exp Bot. 2015; 66:4653–4667. 10.1093/jxb/erv238 26002970PMC4507771

[21] HuangY, ZouQ, TangSM, WangLG, ShenXJ. Computational identification and characteristics of novel microRNAs from the silkworm (Bombyx mori L.). Mol Biol Rep.2010; 37:3171–3176. 10.1007/s11033-009-9897-4 19823945

[22] ZouQ, MaoY, HuL, WuY, JiZ. miRClassify: an advanced web server for miRNA family classification and annotation. Comput Biol Med. 2014; 45:157–160. 10.1016/j.compbiomed.2013.12.007 24480175

[23] ZengX, ZhangX, ZouQ. Integrative approaches for predicting microRNA function and prioritizing disease-related microRNA using biological interaction networks. Brief Bioinform. 2016; 17:193–203. 10.1093/bib/bbv033 26059461

[24] GuoL, LiangT, YuJ, ZouQ. A Comprehensive Analysis of miRNA/isomiR Expression with Gender Difference. PLoS ONE. 2016; 11:p.e0154955 10.1371/journal.pone.0154955 27167065PMC4864079

[25] WangY, MaoZ, YanJ, ChengX, LiuF, XiaoL, et al Identification of microRNAs in *Meloidogyne incognita* using deep sequencing. PLoS ONE. 2015; 10:e0133491 10.1371/journal.pone.0133491 26241472PMC4524723

[26] ZhangY, WangY, XieF, LiC, ZhangB, NicholsR L, et al Identification and characterization of microRNAs in the plant parasitic root-knot nematode *Meloidogyne incognita* using deep sequencing. Funct Integr Genomics. 2016; 16:127–142. 10.1007/s10142-015-0472-x 26743520

[27] SubramanianP, ChoiIC, ManiV, ParkJ, SubramaniyamS, ChoiKH, et al Stage-wise identification and analysis of miRNA from root-knot nematode *Meloidogyne incognita*. Int J Mol Sci. 2016;10.3390/ijms17101758PMC508578227775666

[28] BybdDWJr, KirkpatrickT, BarkerKR. An improved technique for clearing and staining plant tissue for detection of nematodes. J Nematol. 1983; 15:142–143. 19295781PMC2618249

[29] StocksMB, MoxonS, MaplesonD, WoolfendenHC, MohorianuI, FolkesL, et al The UEA sRNA workbench: a suite of tools for analysing and visualizing next generation sequencing microRNA and small RNA datasets. Bioinformatics. 2012; 28:2059–2061. 10.1093/bioinformatics/bts311 22628521PMC3400958

[30] Tomato Genome Consortium. The tomato genome sequence provides insights into fleshy fruit evolution. Nature. 2012; 485:635–641. 10.1038/nature11119 22660326PMC3378239

[31] GruberAR, LorenzR, BernhartSH, NeubockR, HofackerIL. The Vienna RNA websuite. Nucleic Acids Res. 2008; 36:W70–W74. 10.1093/nar/gkn188 18424795PMC2447809

[32] MeyersBC, AxtellMJ, BartelB, BartelDP, BaulcombeD, BowmanJL, et al Criteria for Annotation of Plant MicroRNAs. Plant Cell. 2008; 20:3186–3190. 10.1105/tpc.108.064311 19074682PMC2630443

[33] KozomaraA, Griffiths-JonesS. miRBase: integrating microRNA annotation and deep-sequencing data. Nucleic Acids Res. 2011; 39:D152–D157. 10.1093/nar/gkq1027 21037258PMC3013655

[34] DaiX, ZhaoPX. psRNATarget: a plant small RNA target analysis server. Nucleic Acids Res. 2011; 39:155–159.2162295810.1093/nar/gkr319PMC3125753

[35] ShuklaN, YadavR, KaurP, RasmussenS, GoelS, AgarwalM, et al Transcriptome analysis of root-knot nematode (*Meloidogyne incognita*)-infected tomato (*Solanum lycopersicum*) roots reveals complex gene expression profiles and metabolic networks of both host and nematode during susceptible and resistance responses. Mol Plant Pathol. 2017;10.1111/mpp.12547PMC663813628220591

[36] DuZ, ZhouX, LingY, ZhangZ, SuZ. AgriGO: a GO analysis toolkit for the agricultural community. Nucleic Acids Res. 2010; 38:64–70.10.1093/nar/gkq310PMC289616720435677

[37] LivakKJ, SchmittgenTD. Analysis of relative gene expression data using real-time quantitative PCR and the 2^–ΔΔCT^ method. Methods. 2001; 25:402–408. 10.1006/meth.2001.1262 11846609

[38] BetelD, KoppalA, AgiusP, SanderC, LeslieC. Comprehensive modeling of microRNA targets predicts functional non-conserved and non-canonical sites. Genome Biol. 2010; 11:R90 10.1186/gb-2010-11-8-r90 20799968PMC2945792

[39] Castillo-davisCI, HartlDL. GeneMerge-post-genomic analysis, data mining, and hypothesis testing. Bioinformatics. 2003; 19:891–892. 1272430110.1093/bioinformatics/btg114

[40] AxtellMJ. Classification and Comparison of Small RNAs from Plants. Annu Rev Plant Biol. 2013; 64:137–159. 10.1146/annurev-arplant-050312-120043 23330790

[41] SongC, WangC, ZhangC, KorirNK, YuH, MaZ, et al Deep sequencing discovery of novel and conserved microRNAs in trifoliate orange (*Citrus trifoliata*). BMC Genomics. 2010; 11:431–442. 10.1186/1471-2164-11-431 20626894PMC2996959

[42] LiX, WangX, ZhangS, LiuD, DuanY, DongW. Identification of Soybean MicroRNAs Involved in Soybean Cyst Nematode Infection by Deep Sequencing. PLoS ONE. 2012; 7:e39650 10.1371/journal.pone.0039650 22802924PMC3384596

[43] LakhotiaN, JoshiG, BhardwajAR, Katiyar-AgarwalS, AgarwalM, JagannathA, et al Identification and characterization of miRNAome in root, stem, leaf and tuber developmental stages of potato (*Solanum tuberosum* L.) by high-throughput sequencing. BMC Plant Biol. 2014;14:6 10.1186/1471-2229-14-6 24397411PMC3913621

[44] ZhangB, PanX, CannonCH, CobbGP, AndersonTA. Conservation and divergence of plant microRNA genes. Plant J. 2006; 46:243–259. 10.1111/j.1365-313X.2006.02697.x 16623887

[45] VoinnetO. Origin, Biogenesis, and Activity of Plant MicroRNAs. Cell. 2009; 136:669–687. 10.1016/j.cell.2009.01.046 19239888

[46] LiA, MaoL. Evolution of plant microRNA gene families. Cell Research. 2007; 17:212–218. 10.1038/sj.cr.7310113 17130846

[47] ChenL, RenY, ZhangY, XuJ, ZhangZ, WangY. Genome-wide profiling of novel and conserved *Populus* microRNAs involved in pathogen stress response by deep sequencing. Planta. 2012; 235:873–883. 10.1007/s00425-011-1548-z 22101925

[48] C. elegans Sequencing Consortium. Genome sequence of the nematode *C*. *elegans*: A platform for investigating biology. Science. 1998; 282:2012–2018. 985191610.1126/science.282.5396.2012

[49] NuruzzamanM, SharoniAM, KikuchiS. Roles of NAC transcription factors in the regulation of biotic and abiotic stress responses in plants. Front Microbiol. 2013; 4:248 10.3389/fmicb.2013.00248 24058359PMC3759801

[50] BergerY, Harpaz-SaadS, BrandA, MelnikH, SirdingN, AlvarezJP, et al The NAC-domain transcription factor GOBLET specifies leaflet boundaries in compound tomato leaves. Development. 2009; 136:823–832. 10.1242/dev.031625 19176589

[51] MoxonS, JingR, SzittyaG, SchwachF, Rusholme PilcherRL, MoultonV, et al Deep sequencing of tomato short RNAs identifies microRNAs targeting genes involved in fruit ripening. Genome Res. 2008; 18:1602–1609. 10.1101/gr.080127.108 18653800PMC2556272

[52] SalinasM, XingS, HoehmannS, BerndtgenR, HuijserP. Genomic organization, phylogenetic comparison and differential expression of the SBP-box family of transcription factors in tomato. Planta. 2012; 235:1171–1184. 10.1007/s00425-011-1565-y 22160465

[53] KarlovaR, van HaarstJC, MaliepaardC, van de GeestH, BovyAG, LammersM, et al Identification of microRNA targets in tomato fruit development using high-throughput sequencing and degradome analysis. J Exp Bot. 2013; 64:1863–1878. 10.1093/jxb/ert049 23487304PMC3638818

[54] RodriguezRE, MecchiaMA, DebernardiJM, SchommerC, WeigelD, PalatnikJF. Control of cell proliferation in *Arabidopsis thaliana* by microRNA miR396. Development. 2010; 137:103–112. 10.1242/dev.043067 20023165PMC2796936

[55] AllenRS, LiJ, StahleMI, Dubrou’eA, GublerF, MillarAA. Genetic analysis reveals functional redundancy and the major target genes of the *Arabidopsis* miR159 family. Proc Natl Acad Sci. USA. 2007; 104:16371–16376. 10.1073/pnas.0707653104 17916625PMC2042213

[56] Alonso-PeralMM, LiJ, LiY, AllenRS, SchnippenkoetterW, OhmsS, et al The MicroRNA159-Regulated *GAMYB-like* Genes Inhibit Growth and Promote Programmed Cell Death in Arabidopsis. Plant Physiol. 2010; 154:757–771. 10.1104/pp.110.160630 20699403PMC2949021

[57] KhraiweshB, ZhuJK, ZhuJ. Role of miRNAs and siRNAs in biotic and abiotic stress responses of plants. Biochim Biophys Acta. 2012; 1819:137–148. 10.1016/j.bbagrm.2011.05.001 21605713PMC3175014

[58] AmbawatS, SharmaP, YadavNR, YadavRC. MYB transcription factor genes as regulators for plant responses: an overview. Physiol Mol Biol Plants. 2013; 19:307–321. 10.1007/s12298-013-0179-1 24431500PMC3715649

[59] AbadP, GouzyJ, AuryJ-M, Castagnone-SerenoP, DanchinEGJ, DeleuryE, et al Genome sequence of the metazoan plant-parasitic nematode *Meloidogyne incognita*. Nat Biotechnol. 2008; 26:909–915. 10.1038/nbt.1482 18660804

[60] Alvarez-saavedraE, HorvitzHR. Many families of *Caenorhabditis elegans* microRNAs are not essential for development or viability. Curr Biol. 2010; 20:367–373. 10.1016/j.cub.2009.12.051 20096582PMC2844791

[61] SubasicD, BrümmerA, WuY, PintoSM, ImigJ, KellerM, et al Cooperative target mRNA destabilization and translation inhibition by miR-58 microRNA family in *C*. *elegans*. Genome Res. 2015; 25: 1680–1691. 10.1101/gr.183160.114 26232411PMC4617964

[62] PeymenK, WatteyneJ, FrooninckxL, SchoofsL, BeetsI. The FMRFamide-like peptide family in nematodes. Front Endocrinol. 2014;10.3389/fendo.2014.00090PMC405870624982652

[63] KnipM, ConstantinME, Thordal-ChristensenH. Trans-kingdom Cross-Talk: Small RNAs on the Move. 2014; PLoS Genet. 10: e1004602 10.1371/journal.pgen.1004602 25188222PMC4154666

# Supplementary material for: Genome-wide identification and characterization of miRNAome from tomato (Solanum lycopersicum) roots and root-knot nematode (Meloidogyne incognita) during susceptible interaction
**Source:** PLoS One. 2017 Apr 20;12(4):e0175178. doi: 10.1371/journal.pone.0175178
**Supplement:** S16 Table

**S16 Table. Conservation of RKNmiRNAs in free-living and animal parasitic nematodes. miRNA1 indicates conserved miRNAs identified in our study, miRNA sequence2 indicates sequences of conserved miRNAs identified in our study, ‘+’ in min3 indicates similar *M. incognita* miRNA sequences identified by Wang et al. (2015) and Zhang et al. (2016). ‘+’ in cel4, prd5, bma6 and asu7 indicates the conservation of predicted miRNAs on the basis of same seed sequence (2-7 nt from 5’ end) and 80% sequence homologywithin the mature miRNA sequence (21-24 nt) of *C. elegans*, *P. redivivus*, *B. malayi* and *A. suum,* respectively.**

| **miRNA1** | **miRNA sequence2** | **min3** | **cel4** | **prd5** | **bma6** | **asu7** |
| --- | --- | --- | --- | --- | --- | --- |
| miR-1_1 | CGTGCTTCTTTGCATCGCCATA |  |  | **+** |  | **+** |
| miR-2_1 | TATCACAGTTCGATATGGCCTC | **+** |  |  |  | **+** |
| miR-9_1 | ATAAAGCTAGATTACCAGAGCT | **+** |  | **+** | **+** | **+** |
| miR-34_1 | TGGCAGTGTTTTTAGCTGGTTG |  | **+** | **+** | **+** | **+** |
| miR-39_1 | TCACCGGGAATTTATTCATGAGT | **+** |  | **+** |  |  |
| miR-50_1 | TGATATGTCTTGTATTCTTGGGT | **+** | **+** | **+** | **+** | **+** |
| miR-57_1 | TACCCTGTAGTCCCGAGCCGTTTG |  |  |  | **+** | **+** |
| miR-58_1 | TGAGATCAGTCCAGATTCGTCG | **+** |  | **+** |  |  |
| miR-72_1 | AGGCAAGATGTTGGCATTGCTG | **+** | **+** | **+** | **+** | **+** |
| miR-76_1 | TTCGTTGTTTCTGAAACCTGAAC | **+** |  | **+** |  | **+** |
| miR-86_1 | TAAGTGAATATCTTGCCACAAGCT | **+** |  | **+** | **+** | **+** |
| miR-92_1 | TATTGCACTCGTTTCGGCCTGA | **+** |  |  | **+** | **+** |
| miR-100_1 | TACCCGTAGATCCGAACTAGTCT | **+** |  | **+** | **+** | **+** |
| miR-124_1 | CGCCTTCACCAGTGACTTTGGT |  |  |  |  | **+** |
| miR-124_2 | TAAGGCACGCGGTGAATGCTGA | **+** | **+** | **+** | **+** | **+** |
| miR-184_1 | TGGACGGAAGTCTGATAAGGAGC | **+** |  |  |  | **+** |
| miR-252_1 | CTAAGTAGTAGTGCCGCATTTA | **+** | **+** | **+** | **+** | **+** |
| miR-277_1 | TAAATGCACCTATCTGGTATGA | **+** |  | **+** |  |  |
| miR-279_1 | TGACTAGATCCACACTCATCT | **+** |  |  | **+** | **+** |
| miR-993_1 | TAAGCTCGCTTCTACAGGCGT | **+** |  | **+** |  | **+** |
| miR-7904_1 | TCAAAAATTCCGTTGCGTCGCA | **+** |  | **+** |  |  |
| let-7 | TGAGGTAGTAGGTTGTATAGTT | **+** | **+** | **+** | **+** | **+** |
| lin 4 | TCCCTGAGACTATAACTGTGA | **+** | **+** | **+** |  | **+** |

How the deposited data were processed for this re-analysis (not part of the article)

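Small RNA libraries from roots of the susceptible tomato line were analysed, 6 from uninfected roots (stages 0 to 5) and 4 from RKN-infected roots (stages 1, 3, 4 and 5), with 1 library per condition. The stage 2 infected library was not analysed here. The infected plants were inoculated with 1500 J2s each, and the roots of 3 days were pooled for a stage.

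The authors removed the 3' adapter, collapsed identical reads and deposited for each library the distinct sequences with their read counts, without normalization. No sequence in the files is shorter than 16 nt. Sequences of up to 45 nt and sequences with N are present, so the authors' limit of 35 nt and their filter on N were not applied to the files. Reads that match the forward primer for 18S rRNA numbered from 18012 (stage 3 infected) to 71081 (stage 1 infected) per library, so rRNA fragments are present in the files. Their removal was not repeated, since the reference sequences the authors used were not at hand. Malformed lines, 2 in the stage 0 uninfected and 5 in the stage 1 uninfected file, were skipped.

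The files were read with Python 3.11.15 and numpy 2.4.6. Length distributions cover reads and distinct sequences of 16 to 35 nt, per library and pooled. The mature and miRNA* sequences of S2, S3, S4, S11, S12 and S13 Tables, and of Sly_miRNA996 from the primer table, were counted as exact matches over the whole sequence. A mature sequence listed for several loci was counted once. TPM was computed as reads per 1000000 of the small RNA population given in S5 Table for the library, with no constant added. Precursor energies were computed with RNAfold 2.7.2 (ViennaRNA) and divided by length to give the energy per 100 nt.

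For tomato miRNAs, the infected and the uninfected library of the same stage were compared as the log2 ratio of TPM plus a pseudocount of 1, for distinct mature sequences with at least 10 reads over the 10 libraries. For RKN miRNAs, each infected library was compared with the stage 1 infected library in the same way. The uninfected libraries were used as background for the RKN sequences. There were no tests between conditions and no p-values across miRNAs, since each condition had a single library. Shares carry 95% Wilson intervals, and log2 ratios carry 95% intervals from the 2 read counts. A sequence was called detected from 3 reads on.

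The depth of a library lay between 25295267 and 54478445 reads. At this depth the floor of 3 reads corresponds to a TPM between 0.0783 and 0.194.

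The miRNAs that the paper names in its text on tomato families, digital expression, qRT-PCR and the expression of RKN miRNAs are named, or given by their family. RKN miRNAs that it names only for their conservation between nematodes or for their targets (miR-50_1, miR-252_1, miR-277_1) were not selected for this reason, and miR-71, miR-81 and miR-228 were not counted. In addition, by a rule set before the data were examined, the 5 tomato sequences with the largest and the 5 with the smallest mean log2 ratio are named, among those with at least 100 reads and the same direction at each stage. For RKN, the 5 largest rises and the 5 lowest changes from stage 1 to stage 5 among sequences with at least 100 reads are named.

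The alternatives tried were other denominators (the file total, the reads of 16 to 35 nt, the reads of 20 to 24 nt, the population without miR166), TMM factors from edgeR 4.0.16 (R 4.3.3) computed on the counts of 151311 sequences of 20 to 22 nt, and median-of-ratios size factors over 26 conserved sequences. Pseudocounts of 0.1 and 0.5, other read minimums, isomiR sums (the same 5' end, up to 2 nt more or less at the 3' end), subtraction of the uninfected background (the mean, or the library of the same stage) and other choices of reads for the length distributions were also tried.

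The log2 ratio and its interval were tested on simulated data. The 6561 sequences were drawn at the depth of the stage 1 libraries, each with at least 100 reads expected over that pair. Of these, 200 were given known changes of at least 1 log2 unit, up or down. The interval lay on the right side of 0 for 100% of the 200 changed sequences and off 0 for 4.95% of the 6361 unchanged ones, and it held the true value for 95.0% of the 6561. The simulation draws counting noise only. Smaller changes and sequences with fewer reads were not simulated, so it does not test the intervals given for those. Correlations over libraries were computed with scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

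The tomato and RKN genomes were not at hand, so mapping, the prediction of precursors and target prediction were not repeated. The qRT-PCR, 5' RLM-RACE and mRNA measurements were not analysed here, apart from the direction of the qRT-PCR changes as the paper's figure marks them.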

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

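The tests on the stage 1 uninfected library were chosen only after the result was seen, as were those on min_miRNA259, those on the carry-over, the nematode RNA and the source of min_miRNA15 and min_miRNA6, that on the scaling for miRNAs that differ in direction between stages, and those on the precursors and the infection for the miR166 sequence.

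The stage 1 uninfected library lay far from the other uninfected libraries in its reads of conserved RKN miRNAs. Their summed TPM was 566, against a median of 3.02 in the other 5 uninfected libraries, which are of other stages, and 1096 in the stage 1 infected library. It was the only library that stood apart in this way in 16 comparisons of library measures, where chance alone gives about 1 in 20. Had the 2 stage 1 libraries been swapped, the library labelled infected would hold fewer such reads, and it held 1.93 times as many relative to its small RNA population. Tomato RNA with the same sequences would appear in the other uninfected roots as well, where the mean was 0.446% of that of the stage 1 uninfected library. Reads of a single infected library assigned to this one during sequencing would keep that library's proportions. The proportions differed from those of each infected library analysed, with a chi-square per degree of freedom of at least 14.6 over these 4. For instance, the reads of miR-100_3 were 42.5% of those in the stage 1 infected library and those of miR-58_1 were 5.92%. In a mixture of reads from these 4 libraries, the share of each sequence among the conserved RKN reads would lie between its shares in the 4. For 3 of the 24 sequences the whole interval of the share lay outside these bounds. They were miR-57_1 at 0.207% against at least 0.798%, miR-58_1 at 0.179% against at least 1.22% and miR-100_3 at 79.2% against at most 75.2%. Other shares, such as that of lin-4 at 2.78% against at least 3.10%, lay outside as well, but their intervals reached within the bounds. The stage 2 infected library was not analysed here, so reads from it, alone or in a mixture, were not tested. In the stage 1 uninfected library 20 of the 24 conserved RKN sequences were detected, more than in any other uninfected library. Nematodes or nematode RNA in that sample may explain this, as a hypothesis. No biological explanation was tested, since the design has no nematodes in uninfected roots.

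The RKN miRNAs min_miRNA15, min_miRNA6 and min_miRNA96 appeared in the uninfected libraries, which the paper does not report on for RKN miRNAs. Their mean TPM there was 126 for min_miRNA15, 18.2 for min_miRNA6 and 25.7 for min_miRNA96. In the stage 0 library, from roots that had no infected counterpart, the TPM was 145, 36.9 and 29.5. These were the only sequences, among 45 RKN sequences with at least 100 reads, whose uninfected mean was above 50% of the infected one. Carry-over from the infected libraries would give min_miRNA15 and min_miRNA6 the same ratio of uninfected to infected libraries as miR-100_3. The smaller of their ratios was 8.88 times that of miR-100_3. The uninfected mean of miR-100_3 rests mostly on the stage 1 uninfected library, at 448 TPM against 0.0423 to 2.64 in the others. A source other than the nematode, such as the tomato root, would give similar levels in both kinds of library, and the uninfected mean was at least 88.9% of the infected mean for the pair. These means pool 6 uninfected and 4 infected libraries of different stages. At the same stage, min_miRNA15 was higher in the infected library at each of the 4 stages (126.9 against 83.0 TPM, 98.8 against 93.6, 183.3 against 167.4 and 159.9 against 120.3) and min_miRNA6 at 3 of the 4, and the uninfected TPM was as low as 65.4% of the infected one. Nematode RNA in the uninfected libraries other than stage 1 would bring reads of conserved RKN miRNAs as well. Relative to those, the reads of the pair in each of these 5 libraries were at least 203 times as many as in any infected library, so nematode RNA does not account for them there. Of the listed tomato miRNA precursors 0 hold either sequence, and the rest of the tomato genome was not searched, so which other source these reads have cannot be told.

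A signal outside the sequences that the paper discusses was a miR166 sequence that starts 2 nt upstream of the listed mature one, TCTCGGACCAGGCTTCATTCC. Its total TPM was 362102, and it was above the listed sequence in 6 of the 10 libraries. The log2 ratio of the listed to this sequence was higher in the infected library at each of the 4 stages, by 0.40 at stage 1, 1.66 at stage 3, 1.74 at stage 4 and 1.90 at stage 5. Reads shared between the miR166 loci would need the sequence in several precursors, and 1 of the 7 listed precursors, that of miR166(v), holds it. Loci that are not listed were not searched. The log2 ratio did not follow the depth of the libraries (Spearman's rho 0.24, permutation p = 0.514, adjusted 0.783; Pearson's r 0.44, permutation p = 0.210, adjusted 0.419; r = -0.18 without the 2 libraries farthest from the median). It did not follow the share of reads of 16 to 19 nt, used as a measure of RNA degradation (rho -0.10, permutation p = 0.783, adjusted 0.783; r = -0.24, permutation p = 0.502, adjusted 0.502; r = -0.28 without the farthest 2). These are 2 relations over 10 libraries. Over the 6 uninfected libraries alone rho was 0.60 with depth and 0.26 with short reads, and the 4 infected libraries were too few. In the uninfected libraries the ratio also changed with stage, from -2.49 at stage 0 to 0.25 at stage 5. Infection of the root may change the balance of the miR166 sequences, as a hypothesis, but with 1 library per condition it cannot be told apart from differences between single libraries.

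The RKN sequence min_miRNA259, listed with a single arm and not discussed in the paper, had a total TPM of 1012 in the infected libraries, above that of min_miRNA15. It had 20 reads in the stage 1 infected library and 6549, 5852 and 14717 at stages 3, 4 and 5. A source other than the nematode would show in the uninfected libraries, whose mean TPM was 0.0407% of the infected mean. More nematode RNA at later stages would leave its share of the conserved RKN reads level, and that share was higher than at stage 1 by 8.98 log2 units at stage 3, 7.59 at stage 4 and 7.06 at stage 5. The rise thus lies between stages 1 and 3, and the share did not rise further. Expression that starts after stage 1 may explain this, as a hypothesis. A difference between single libraries was not tested.

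For 7 of the named tomato miRNAs the infected library was higher at 1 stage and lower at another, with each interval of the counts off 0. The difference between stages was not tested against replicates, since there are none. The log2 ratio was 1.24 at stage 1 and -0.29 at stage 5 for miR396(i), 1.15 at stage 1 and -1.002 at stage 3 for miR167(i), and 0.50 at stage 1 and -1.05 at stage 5 for miR171(i). It was 1.22 at stage 4 and -0.70 at stage 1 for miR399(i), 0.58 at stage 3 and -0.77 at stage 5 for miR408(i), 2.51 at stage 5 and -0.048 at stage 3 for miR159(i), and 1.36 at stage 3 and -0.35 at stage 4 for Sly_miRNA1117. If the scaling of the libraries were the cause, most would lose such a pair of intervals under some other denominator. Of the 7, only miR396(i), miR399(i) and Sly_miRNA1117, 3 in all, kept an interval above 0 at 1 stage and below 0 at another under each of 7 denominators. For miR167(i), miR171(i), miR408(i) and miR159(i) the side of 0 thus depends on the scaling. The test does not decide whether the scaling gives the difference between their stages, since a scaling can move both ratios together. With median-of-ratios factors the same 2 stages gave 0.19 and -1.46 for miR167(i) and -0.22 and -1.54 for miR171(i). For miR408(i) they gave 0.18 and -1.27, and for miR159(i) 1.57 and -0.70. With median-of-ratios factors the ratio of miR396(i) at stage 1 was -0.07, so its highest stage is not kept under that scaling. The stage 1 ratios rest on the uninfected library that held RKN miRNA reads. At stages 3, 4 and 5, miR167(i) stayed below 0 (-1.002, -0.91 and -0.56) and miR399(i) above 0 (1.17, 1.22 and 0.84). The values of miR171(i) there were -0.17, 0.05 and -1.05. Without stage 1, miR167(i) and miR399(i) thus did not change direction. A change of direction with the stage of infection is a hypothesis that single libraries cannot separate from variation between libraries.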

How the results depend on the processing

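The alternatives in this part were set before the data were examined, apart from the share of the populations in S5 Table, the reads of 20 to 24 nt or of 16 to 35 nt as the denominator for tomato sequences higher or lower at every stage, the count of these without stage 1, and the stage-matched subtraction, which were chosen after seeing the data. The results have no replicates, so a value counts as unchanged when it stays within the 95% interval of its counts, or, for a number of sequences, within 1.5 times.

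Of 98 recomputed summary values, 65 were unchanged and 33 moved. The order of lengths held in every setting run, with 21 nt as the most frequent length of reads and 24 nt, then 23 nt, as the most frequent lengths of distinct sequences. The numbers of families and RKN sequences with a total TPM under 100 and of RKN sequences detected stayed within 1.5 times in each setting. So did the numbers of loci with miRNA* reads, apart from the Sly_miRNA loci with both arms. Of these, 31 had at least 3 miRNA* reads and 58 had at least 1.

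With sequences of 16 to 35 nt only, the reads numbered 325452097. With sequences of at least 2 reads only, there were 329389146 reads and 9375777 distinct sequences. The share of 20 to 24 nt reads was 36.9% over all lengths, 39.1% with sequences of at least 2 reads, 37.3% without the most abundant sequence of each library and 38.0% without the miR166 mature sequence. Divided by the small RNA populations of S5 Table, it was 58.4%. This is an upper bound for those populations, since the reads of 20 to 24 nt that the authors removed are still counted. The share of 21 nt reads was 13.6% over all lengths, 15.2% with at least 2 reads, 11.0% without the most abundant sequence and 12.0% without miR166. Among distinct sequences, the share of 24 nt was 19.5% with at least 2 reads over the pooled libraries, 18.6% when summed per library, 20.9% in the infected and 15.7% in the uninfected libraries. That of 20 to 24 nt was 53.4%, 51.4%, 55.5% and 47.3%. The cause of the difference between infected and uninfected libraries was not tested.

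The number of conserved sequences above a total TPM of 10000 was 2 with the reads of 20 to 24 nt as the denominator and 2 with isomiRs summed, against 1. The number of tomato sequences higher in the infected library at every stage was 31 with median-of-ratios factors, against 78, and lay between 53 and 81 in the other settings over the 4 stages. The number lower at every stage was 24 with median-of-ratios factors, 6 with the reads of 20 to 24 nt as the denominator, 5 with TMM factors and 1 with at least 100 reads, against 2. At stages 3, 4 and 5 only, where the numbers can only be larger, 100 were higher and 11 lower. The cause was not tested. The mean log2 ratio changed sign with median-of-ratios factors for 9 of 34 named miRNAs, among them miR396(i) (-0.20) and miR319(iv) (-0.26), and with isomiRs summed for miR408(i) (0.12). With the file total, TMM factors, the population without miR166 or other pseudocounts, the mean of none of the 34 changed sign.

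The ratio of the miR-100_3 total to the miR-92_1 total was 3.03 with the file total, 4.75 with the summed conserved RKN reads as the denominator, 3.36 with isomiRs summed and 2.89 with the uninfected mean subtracted, and miR-100_3 stayed above miR-92_1 in each. With isomiRs summed, 2 RKN sequences had a total above 1000, against 1. Among values of single miRNAs, 218 of 252 tomato totals and 80 of 126 RKN totals moved outside their intervals, as did 92 of 270 mean log2 ratios and 55 of 93 RKN changes. With the mean TPM of the uninfected libraries subtracted, the total of min_miRNA160 (506) was above that of min_miRNA15 (63.1), and with the uninfected library of the same stage subtracted they were 502.9 and 104.6.

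The depth limits the results for the least abundant miRNAs. Sly_miRNA463, miR399(vi) and miR-1_1 did not reach 3 reads in any library counted for them, so differences between libraries were not detectable for these.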

Differences from the paper's values

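For Sly_miRNA1863 the total TPM over the 10 libraries was 0.629 against the paper's 11.63, and for Sly_miRNA463 it was 0.134 against the paper's 11.13. Of the alternatives set before the data were examined, adding 1 to the TPM of each library closed the gap for both, at 10.6 and 10.1. The other alternatives (the file total, the reads of 16 to 35 nt or of 20 to 24 nt as the denominator, isomiR sums, and infected or uninfected libraries only) did not.

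The mean AMFE of the min_miRNA precursors with both arms was -37.7 kcal/mol (SD 8.45 over 106 precursors) against the paper's -52.21. No alternative was set for this value. The energies listed in S12 Table averaged -39.5 kcal/mol.

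The paper states that most small RNA reads were of 20 to 24 nt, after rRNA and tRNA fragments were removed. In the 10 libraries, where such fragments remain, 39.9% of the reads of 16 to 35 nt were, and the share was below 50% in each library and, over the pooled reads, in each setting set before the data were examined. Divided by the small RNA populations of S5 Table, a setting chosen after seeing the data, the same reads come to 58.4%. This is an upper bound for those populations, so the paper's statement is not tested here.

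The paper places miR396(i) above its highest threshold of total TPM and miR166 above a further one. Over the 10 libraries the totals were 9424 and 387589, both below. With the reads of 20 to 24 nt as the denominator they were 16305 and 653902, both above. The paper's totals also include the stage 2 infected library. For the libraries analysed here, S5 Table has the same TPM with 1 added (560 of 560 values), so its denominator is the same. Another denominator thus does not account for the totals below the thresholds.

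The paper's list of conserved families with low expression leaves out miR172, with a total TPM of 2.77, and miR156, with 95.3. With 1 added to the TPM of each library, with isomiRs summed and with the reads of 20 to 24 nt as the denominator, miR156 had 105.3, 119.5 and 163.3. Summed over its listed loci it had 190.7.

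The paper puts miR-92_1 above a threshold under which its total of 968 falls. With isomiRs summed it was 1065. The paper gives a lower bound for min_miRNA15 that its total of 569 does not reach under any alternative run, the highest being 627 with isomiRs summed. The paper's range for miRNAs with a gradual increase leaves out miR-57_1, at 816, miR-58_1, at 812, and miR-2_1, at 389. With the file total as the denominator, the totals of miR-57_1 and miR-58_1 were 560 and 563, and with isomiRs summed that of miR-2_1 was 545. The increase of miR-100_1 from stage 4 to stage 5 was not seen, with 128.5 and 125.8 TPM. These totals are over 4 infected libraries and the paper's over 5. For the 4 libraries, S14 and S15 Tables hold the same read counts and the same TPM with 1 added (152 of 152 and 424 of 424 values). Another denominator or isomiR sums thus do not account for these differences.

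The paper considers RKN miRNAs with at least 10 reads. The mature sequences of miR-1_1 and miR-124_1 had 2 and 5 reads in the infected libraries analysed here. The paper counts a miRNA* for 1 more conserved RKN locus than the 23 listed.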

Other observations

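The test on the constant in the supplementary tables was chosen only after the result was seen, as were the test of the RKN rise against the fall of miR-100_3 and the count of the most abundant miRNA* sequence alone.

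In the supplementary expression tables, miRNAs without reads in a library have a TPM above 0. Adding a constant of 1 to the TPM of each library gave the tables' value for 3916 of 3916 values compared over S5, S6, S7, S14 and S15 Tables. A total over 11 libraries then includes 11 TPM from the constant and a total over 5 RKN libraries includes 5. The read counts in the tables were equal to those in the files for 3914 of 3916 values. The other 2 are the stage 0 reads of miR9471(i) and miR9471(ii), which are exchanged. No biological explanation applies to this pattern.

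At each single stage most tomato sequences were higher in the infected library, 140 of 203 at stage 1, 137 at stage 3, 154 at stage 4 and 161 at stage 5. At all 4 stages 78 were higher and 2 lower. The stage 1 control is the uninfected library that held RKN miRNA reads. If the small RNA population used as the denominator were the source, the number would fall with TMM factors, and it was 73. The median log2 ratios with TMM factors were 0.13, 0.13, 0.19 and 0.45, against 0.13, 0.20, 0.28 and 0.41 without them. TMM factors thus changed the scaling little, and the number does not rule the denominator out. With the reads of 20 to 24 nt as the denominator, 66 were higher and 6 lower at all stages. With miR166 left out of the denominator it was 81, but miR166 was itself higher in the infected library at each stage, so leaving it out can only raise the ratios and does not test miR166 as the source. With median-of-ratios factors the number higher at all stages fell to 31. These factors are computed on conserved sequences, whose median log2 ratios were above 0 at each stage (0.74, 0.58, 0.73 and 0.48), so the number would fall whatever the cause, and this does not test a shift shared by all conserved miRNAs. The data cannot tell a biological shift with infection from a difference between single libraries.

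The paper's Fig 3 marks 22 changes of tomato miRNAs by qRT-PCR, all upward, at stages analysed here. In the digital profiles 18 of the 22 were higher in the infected library, 14 with an interval above 0 and 1 with an interval below 0. Under the other denominators the number higher was between 14, with median-of-ratios factors, and 20, so the match of directions depends on the scaling. Among the miRNAs with a marked change, the mean log2 ratio over the stages was 1.26 for miR169(v), 1.07 for Sly_miRNA667, 1.03 for miR168(i), 0.87 for Sly_miRNA1987 and 0.53 for Sly_miRNA2712. With median-of-ratios factors it was 0.67, 0.40, 0.08, 0.12 and 0.05, with single stages below 0 for each of them but miR168(i).

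With miRNA* sequences that are also listed as mature left out, the miRNA* had more reads than the mature sequence for 4 RKN sequences with at least 100 miRNA* reads in the infected libraries. With those sequences counted as well, the number was 8. Without them, the miRNA* reads, summed over the listed miRNA* sequences (1 for miR-1_1, 3 for miR-124_1, 2 for min_miRNA206 and 5 for min_miRNA312) and set against the exact mature sequence, were 946 against 2 for miR-1_1, 176 against 5 for miR-124_1, 2890 against 1507 for min_miRNA206 and 2194 against 506 for min_miRNA312. If the arm listed as miRNA* is the more abundant arm, it would be above in every infected library. It was for 2 of the 4, miR-124_1 and min_miRNA312, and for 3 of the 4 infected libraries in the others. In the remaining library miR-1_1 had no reads of either arm, and min_miRNA206 had 145 reads of the mature sequence against 77 of the miRNA*. With only the most abundant miRNA* sequence of each counted, the same 2 were above in every infected library, min_miRNA312 by 60 against 54 at stage 3.

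Of the 24 conserved RKN sequences, 12 rose by more than 1 log2 unit from stage 1 to stage 5. If more nematode RNA in the root at later stages were the only source, fewer would rise as a share of the conserved RKN reads, and 13 did. These numbers cannot be compared, since the pseudocount damps the rise of sequences with few reads, such as miR-1_1 and miR-124_1, in the first only. Among the 19 sequences with at least 100 reads and with the same treatment of low counts, 14 rose by more than 1 log2 unit relative to the small RNA population and 9 as a share of the conserved RKN reads. Of the 14, miR-92_1 (0.78) and miR-993_1 (0.87) rose by less than 1 as shares, and miR-39_1 (-0.24), miR-50_1 (-0.61) and miR-72_1 (-0.45) fell. The share of miR-100_3 fell from 75.2% at stage 1 to 20.6% at stage 5, which lifts the other shares by at most 1.68 log2 units, and 9 of the 19 rose by more. More nematode RNA in the root and the fall of miR-100_3 thus do not fully account for the rise of those 9. Falls of other sequences were not allowed for. Without miR-100_3, the shares of others fell as well, such as miR-92_1 (-0.90) and miR-100_1 (-2.48), which lifts the rest further. Of the 9, 7 still rose by more than 1 log2 unit. For lin-4 (0.38) and miR-279_1 (0.89) such falls may account for the remainder. More nematode RNA is not ruled out as a part of the rise.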
